# Gene Profiling Characteristics of Radioadaptive Response in AG01522 Normal Human Fibroblasts

**DOI:** 10.1371/journal.pone.0123316

**Published:** 2015-04-17

**Authors:** Jue Hou, Fan Wang, Peizhong Kong, Peter K. N. Yu, Hongzhi Wang, Wei Han

## Abstract

Radioadaptive response (RAR) in mammalian cells refers to the phenomenon where a low-dose ionizing irradiation alters the gene expression profiles, and protects the cells from the detrimental effects of a subsequent high dose exposure. Despite the completion of numerous experimental studies on RAR, the underlying mechanism has remained unclear. In this study, we aimed to have a comprehensive investigation on the RAR induced in the AG01522 human fibroblasts first exposed to 5 cGy (priming dose) and then followed by 2 Gy (challenge dose) of X-ray through comparisons to those cells that had only received a single 2 Gy dose. We studied how the priming dose affected the expression of gene transcripts, and to identify transcripts or pathways that were associated with the reduced chromosomal damages (in terms of the number of micronuclei) after application of the challenging dose. Through the mRNA and microRNA microarray analyses, the transcriptome alteration in AG01522 cells was examined, and the significantly altered genes were identified for different irradiation procedures using bioinformatics approaches. We observed that a low-dose X-ray exposure produced an alert, triggering and altering cellular responses to defend against subsequent high dose-induced damages, and accelerating the cell repair process. Moreover, the p53 signaling pathway was found to play critial roles in regulating DNA damage responses at the early stage after application of the challenging dose, particularly in the RAR group. Furthermore, microRNA analyses also revealed that cell communication and intercellular signaling transduction played important roles after low-dose irradiation. We conclude that RAR benefits from the alarm mechanisms triggered by a low-dose priming radation dose.

## Introduction

Radioadaptive response (RAR) was first observed in cultured human lymphocytes 30 years ago [1],. This protective phenomenon is initiated by a low radiation dose (called priming dose and usually less than 200 mSv), which will alter gene expression profiles in cells and tissues [2–4] to induce protection against a subsequent high radiation dose (called challenging dose) [1, 5]. RAR has been widely observed in mammalian systems [6–8] such as mouse embryo cells [9], Chinese hamster fibroblasts [10], rabbit lymphocytes [11], hepatoma cell lines [12], U1-Mel human malignant melanoma cells [13], mouse germ cells [14, 15] and rat bone marrow cells [16], and can reduce cytogenetic damages, enhance cell survival and reduce tumor incidence [17–21].

RAR did not only occur *in vitro* but also *in vivo*. For examples, RAR was observed in mouse models [14, 22] as well as in the zebrafish embryo model [23–29]. The mice pre-exposed to low-dose radiation showed reduced chromosomal damages upon exposure to high-dose radiation, with the extent of reduction depending on the dose rate and the interval between exposures. Similarly, zebrafish embryos pre-exposed to low-dose radiation or the low-dose irradiated embryo conditioned medium showed fewer apoptotic signals when they were exposed to a subsequent high-dose radiation.

Nevertheless, our understanding on the underlying mechanism(s) of RAR is still fragmented and incomplete. Sometimes, there were conflicting results from experiments using different cell types and irradiation procedures [30]. In general, it is believed that the repair processes are enhanced in the “primed” cells (those having exposed to a priming dose) when compared to the “unprimed” cells. Proteins such as p53, protein kinase C, p38-MAPK, PARP, NF-κB, AP-1, phospholipase Cg2 (PLCG2) and cytosolic epoxide hydrolase (EPHX2) had been proposed [3, 30–32] as potential radiation biomarkers or molecular targets for RAR. For example, the transcription factor HNF4A was suggested to respond to low-dose radiation [33], as it activated specific target genes in response to oxidative stress [34]. On the other hand, high-dose radiation promoted apoptosis to eliminate cells with considerable DNA and other damages, followed by promoted growth and survival [35]. Although radiation responses are results of multiple signaling pathways, the transcriptional responses usually involve p53 and NF-κB networks. For example, TP53 was involved in the response to high-dose radiation, which however showed less response after low-dose exposures [36–38].

Microarray analysis is one of the most comprehensive approaches to identify gene expression and has led to significant advances in the knowledge of radiation-induced responses. Until now, however, limited studies have been performed to assess the RAR at the transcriptional level. Previous researchers observed RAR in three human lymphoblastoid cell lines and associated TP53-related genes with RAR [39]. Other studies focused on the changes in gene expression following direct high- or low-dose radiation [35, 40, 41] or following the induction of bystander effects [42, 43]. However, there was insufficient systematic analysis in most of the studies. This prompted us to perform systematic studies in order to understand the underlying mechanisms for RAR.

The critical factors involved in RAR induction were the priming dose, challenging dose and time interval between the applications of the two doses. In general, RAR responses are rarely induced when the priming dose is over 200 mGy, and are almost never induced when it is over 500 mGy [44]. Prior to this research, we studied various combinations of doses and time intervals, and found that a combination of a priming dose of 5 cGy, a challenging dose of 2 Gy dose and a time interval of 12 could induce a significant RAR response in AG01522 cells. In the present study, we focused on mRNA and microRNA microarray studies, and aimed to characterize the transcriptome for RAR in AG01522 human skin fibroblasts and to examine the functional regulatory networks at the genetic level. AG01522 cells were exposed at a specific time point to a challenging dose of 2 Gy in the RAR group, or a priming dose of 5 cGy in the low-dose group. The micronucleus (MN) assay was also employed to quantify the radiation-induced chromosome aberrations. The results could provide useful information for identifying biomarkers of RAR, and thus help us better understand RAR itself and its potential implications on radiotherapy procedures.

## Materials and Methods

### Cell Culture

Human skin fibroblast AG01522 cells, was gifted by Dr. Kevin Prise (Centre for Cancer Research & Cell Biology, Queen's University Belfast, United Kingdom) which were obtained from the Coriell Cell Repositories at the Coriell Institute for Medical Research (Camden, NJ), previously employed by several research groups to demonstrate RAR [45], were used in our experiments. The AG01522 cells were cultured in modified α-MEM (Hyclone, Logan, US) supplemented with 20% fetal bovine serum (FBS) (Hyclone, Logan, US), 1% penicillin/streptomycin, 1% glutamine and 1% non-essential amino acids mix (Sigma-Aldrich, St. Louis, US). All cultures were grown in a humidified 5% CO_2_ atmosphere at 37°C. All procedures involving human cell line use were approved by the Hefei Institutes of Physical Science Committee (Chinese Academy of Sciences).

### X-ray Irradiation

Irradiation was provided by an X-ray radiation machine (XSZ-220/20, Kangjia and Dandong, China). Briefly, the cells were exposed to a priming dose of 5 cGy (60 kV, 4.2 mA and 10.5 cGy/min), or a challenging dose of 2 Gy (120 kV, 12.2 mA and 201.5 cGy/min), or a priming dose of 5 cGy followed by a challenge dose of 2 Gy (5 cGy + 2 Gy) 12 h later. The samples were then collected for subsequent experiments performed at 3, 6, 12 and 24 h after the last irradiation. Sham-irradiated samples covered with a lead mask were used as control samples.

### MN assay

MN tests were performed to assess the chromosome aberrations in each group. Briefly, the cells were trypsinized and digested at 3 h after irradiation, and 5×10^4^ cells were seeded in every well of the 6-well cell culture plate. Cytochalasin B (Sigma-Aldrich, St. Louis, US) was added into the culture medium with a final concentration of 2.5 μg/ml and the cells were then returned into the incubator. After 48 h, the cells were rinsed with PBS solution, fixed in 2% paraformaldehyde for 20 min, stained with acridine orange for 3 min and rinsed with PBS solution for 10 min. At least 1000 binucleate cells were examined and the number of cells with micronuclei was scored in each sample under a fluorescence microscope (Leica DMI 4000B, Germany). The frequency of cells with micronuclei (F_MN_) was calculated as: F_MN_ = the number of cells with micronuclei / the number of binucleate cells examined. Statistical analysis was performed on the means of the data obtained from three independent experiments. Statistical significance was assessed through t-rests or one-way ANOVA where appropriate.

### RNA Preparation

The collected cell pellets were lysed and extracted by TRizol (Life technologies, Carlsbad, CA, US) following the manufacturer’s instructions, and checked for RNA Integrity Number (RIN) to assess the RNA integrity by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, US).

Qualified total RNA was further purified using the RNeasy micro kit (QIAGEN, GmBH, Germany) and genomic contamination was removed by RNase-Free DNase Set (QIAGEN, GmBH, Germany). Small molecular RNA was extracted using the mirVana miRNA Isolation Kit (Ambion, Austin, TX, US) following the manufacturer’s instructions. The purified RNA was stored at—80°C.

### Microarray Hybridization

For Affymetrix PrimeView Human Gene Expression Chip:

The total RNA was amplified, labeled and purified using the GeneChip 3’IVT Express Kit (Affymetrix, Santa Clara, CA, US) following the manufacturer’s instructions to obtain biotin-labeled cRNA. After hybridization on Human PrimeView Arrays for 16 h at 45°C and 60 rpm in the Hybridization Oven 640 (Affymetrix, Santa Clara, CA, US), slides were washed and stained with a Fluidics Station 450 (Affymetrix, Santa Clara, CA, US). Scanning was performed on a seventh-generation GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA, US). Affymetrix GCOS software was used for image analysis to generate raw intensity data.

For Agilent Human miRNA v19.0 Chip (Catalog ID: G4872A-046064):

Each miRNA v19.0 slide was hybridized with 100 ng Cy3-labeled RNA using the miRNA Complete Labeling and Hyb Kit (Agilent technologies, Santa Clara, CA, US) in the Hybridization Oven (Agilent technologies, Santa Clara, CA, US) at 55°C, 20 rpm for 20 h according to the manufacturer’s instructions. After hybridization, slides were washed with the Gene Expression Wash Buffer Kit (Agilent technologies, Santa Clara, CA, US). Slides were scanned by Agilent Microarray Scanner (Agilent technologies, Santa Clara, CA, US) using the Feature Extraction software 10.7 (Agilent technologies, Santa Clara, CA, US) with default settings.

### Microarray data analysis for differential expression gene (DEG)

All microarray data analysis was performed in R (http://www.r-project.org/) with multiplex packages involving Affymtriex and Angilent platforms for data analysis and statistical analysis in Bioconductor. The initial data quality was assessed by the background level, RNA quality, and pair-wise correlation among the samples.

For the PrimeView Chip, the customized CDF file (version 17, ENTREZG) downloaded from the BrainArray website was performed in probe set mapping [46, 47]. IQR was used for raw data filtering with the genefilter package; with the threshold set to remove intensities lower than 20% of the IQR global intensity. Normalization was performed with the RMA algorithm which included the global background adjustment and quantile normalization. Empirical Bayes moderation of the standard error and Benjamini and Hochberg false-discovery rate correction for multiple testing were employed, as implemented in the limma package [48]. Differentially expressed genes were identified with threshold fold changes of more than 1.2 and *p* values smaller than 0.05.

For the miRNA chip, the quality and comparability of samples before and after normalization were further checked by statistics, intensity boxplots and MA figures. The raw data were normalized with quantile normalization to ensure comparability across samples. The probes corresponding to the same miRNA were summarized for each sample by the median of the respective normalized expression values. To identify miRNAs that were differentially expressed, we applied the empirical Bayes moderated t-statistics implemented in the limma package (*p* < 0.05). Statistical models were fitted to the data, and comparisons of interest were extracted as contrasts. Unsupervised hierarchical clustering with complete linkage, using both Euclidean and (1-Pearson correlation) as distance metrics, was applied to cluster the samples according to their miRNA expression levels.

Venn diagrams were used to select the miRNAs specific to RAR. The three-way Venn diagram indicated the numbers of miRNA identified as significant (*p* < 0.05) from the 5 cGy, 2 Gy and (5 cGy + 2 Gy) groups. The numbers inside the intersections of circles denote the numbers of miRNAs significant for two or three of the groups.

### Gene set enrichment analysis (GSEA)

Gene set enrichment analyses (GSEA) for the samples from the 5 cGy, 2 Gy, (5 cGy + 2 Gy) groups and RAR samples were carried out using the GSEA software (http://www.broadinstitute.org/gsea/index.jsp) at the gene level (Collapse dataset to gene symbols = false) with 1,000 gene set permutations. The genes in the expression datasets were ranked using the Signal2Noise metric (comparison with each time point and baseline) and Pearson metric (time-course dataset) following GSEA recommendations for our sample sizes. Significance was defined at the False Discovery Rate (FDR) *q*-value = 0.25 level. Some results out of the FDR threshold, NOM *p*-value = 0.01, were considered alternatively. The Cytoscape (v 3.1.1) plugins Enrichment Map (v 2.0) [49] and Word Cloud (v 2.0.1) were used to visualize the GSEA networks. The cutoff for the overlap coefficient was set to 0.3, FDR *q*-value to 1 and *p*-value to 0.01.

### Gene ontology categories analysis

To link our data to prior knowledge we performed gene ontology categories analysis by using the Cytoscape (http://www.cytoscape.org/) plug-in BiNGO (v2.44)[50]. To include only significant results, the FDR threshold was set to 0.05.

### Pathway enrichment analysis

Pathway enrichment analysis was performed using the Cytoscape plug-in ClueGO (v2.1.1) and CluePedia (v1.1.1) [51, 52]. The KEGG, REACTOME and WikiPathways databases were employed. The Benjamini and Hochberg false-discovery rate was set to 0.05.

### qRT-PCR analysis of mRNA expression

To validate the differentially expressed mRNAs by real-time PCR, 1 μg of the total RNA was reverse-transcribed using the One Step PrimeScript RT-PCR Kit (TaKaRa, Japan). Quantitative RT-PCR was carried out by using a Light Cycler 480 II instrument (Roche, Indianapolis, IN). The primer sequences used for RT-PCR can be found in the S1 Table. Fold changes in gene expression were calculated using the ΔΔCt method.

### Western blot

In this experiment, AG01522 cells were exposed under each strategy and harvested at 12, 24 or 48 h post exposure. The cells were rinsed once with ice-cold PBS, centrifuged at 230 g for 5 min and lysed in ice-cold lysis buffer containing protease and phosphatase inhibitors (Thermo Fisher Scientific, Rockford, IL, USA) and then 2 mM phenylmethanesulfonyl fluoride (PMSF) was added. Subsequently, the cells were kept on ice for 30 min and vortexed every 10 min to ensure a complete cell lysis. Lysates were centrifuged at 10000 rpm. The supernatants were isolated and the protein concentration was adjusted in all samples prior to heating at 95°C for 5 min in 1× loading buffer (0.25 M Tris, 2% SDS, 10% glycerol, 2% β-mercaptoethanol, 0.004% bromphenolblue) and then subjected to SDS-PAGE (sodium dodecyl sulfate poly-acrylamide gel electrophoresis) on precast 12% PAGE gels. The proteins were blotted onto PVDF membranes. Subsequently, unspecific binding was blocked with 0.5% nonfat milk powder in Tris-buffered saline (20 mM Tris, 13.7 mM NaCl) containing 0.1% Tween (TBS-T) for 30 min. After this, the membrane was incubated with the corresponding primary antibody, p21/WAF1 (Millipore) (#05–345), Phospho-p38 MAPK (#4511) and Phospho-NF-κB p65 (#3036) (Cell Signaling, Beverly, MA, USA) with appropriate dilution at 4°C overnight. Incubation was followed by three washing steps with TBS-T and incubation with horseradish peroxidase-coupled secondary antibodies 1:1000 for 1 h at room temperature. After three washing steps with TBS-T, the membranes were visualized by using the Western Blotting Substrate system. The same membranes were stripped and relabeled with antibodies directed against the corresponding total protein as well as β-tubulin as a loading control.

### miRNA and their targets

Three web databases of miRNA target prediction were used in this research. One was the miRBase::Targets (release 5) database (http://microrna.sanger.ac.uk/targets), which used the miRanda algorithm to predict miRNA targets [53]. Another database was the TargetScan (release 4.1) (http://www.targetscan.org), which provided the prediction results computed by the TargetScanS algorithm [54, 55]. The third database was miRGen, which incorporated algorithms including TargetScan, miRanda and PicTar (http://www.diana.pcbi.upenn.edu/cgibin/miRGen).

### qRT-PCR analysis of miRNA expression

To validate the differentially expressed miRNAs by real-time PCR, 1 μg of small RNA was used for reverse transcription with the miScript II RT Kit (QIAGEN, GmBH, Germany). Quantitative RT-PCR was carried out using a Light Cycler 480 II instrument (Roche, Indianapolis, IN). The PCR primers for hsa-let-7b-3p, hsa-miR-1185-5p, hsa-miR-1236-5p, hsa-miR-222-5p, hsa-miR-3659 hsa-miR-4535, hsa-miR-492, hsa-miR-877-5p and U6 were synthesized and listed in S2 Table miScript SYBR Green PCR Kit (QIAGEN, GmBH, Germany) were used in the real time PCR reaction according to the manufacturer’s suggested protocols. The relative gene expression was calculated using the ΔΔCt method based on the U6 RNA levels.

## Results

### MN induction in RAR

As shown in Fig 1, a low-dose irradiation (5 cGy) slightly increased the MN yield (4.77%) compared with the control (3.91%) while a high-dose irradiation (2 Gy) significantly enhanced the MN yield (9.88%). However, a priming radiation dose of 5 cGy applied at 12 h beforehand reduced the amount of chromosomal aberrations induced by the subsequent challenging dose of 2 Gy by about one third. These results were similar to those reported previously [45], and confirmed significant RAR in this cell model. As such, this cell model could be applied in microarray profiling.

**Fig 1:**
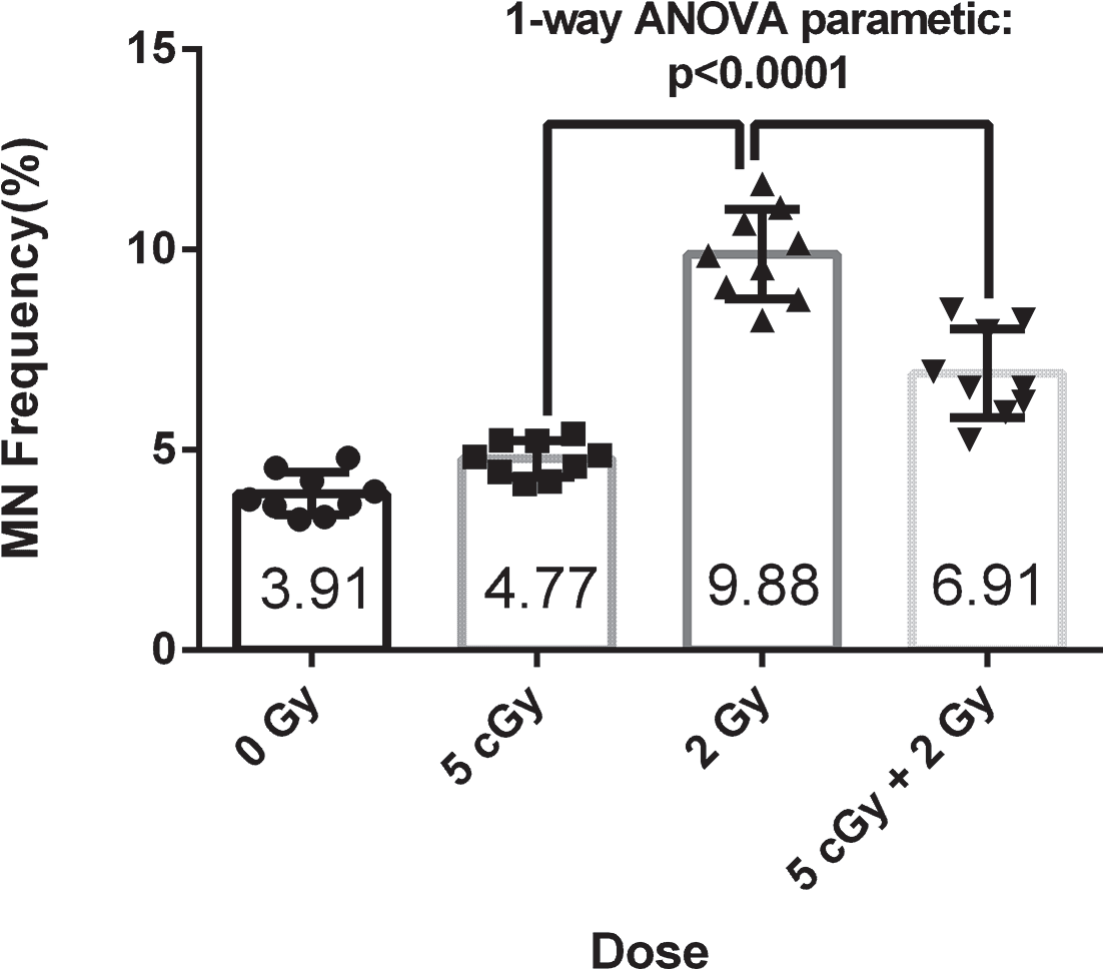
The RAR effect revealed by the micronucleus assay. The 0 Gy group was a sham control, without any radiation treatment. The 5 cGy and 2 Gy groups were irradiated with 5 cGy and 2 Gy doses, respectively. The (5 cGy + 2 Gy) group was irradiated with a priming dose of 5 cGy, followed by a challenging dose of 2 Gy, with a 12 h interval between application of the two doses.

### Gene expression profiles

The gene profiles for the single dose groups i.e., those subjected to 5 cGy (top panel of Scheme 1 in Fig 2) or 2 Gy (middle panel of Scheme 1 in Fig 2) irradiation at different time points after irradiation, at 0 (baseline), 3, 6, 12 and 24 h after irradiation were examined). Similarly, the gene profiles for the (5 cGy + 2 Gy) groups only after application of the challenging dose were examined (illustrated in the bottom panel of Scheme 1 in Fig 2). Finally, the gene profiles for the RAR groups, i.e., those subjected to a priming dose of 5 cGy applied at four different time points (viz., 0, 3, 6 and 12 h) and then subjected to a challenging dose of 2 Gy at 12 h after the priming dose, were examined, the procedures of which are shown as Scheme 2 in Fig 2.

**Fig 2:**
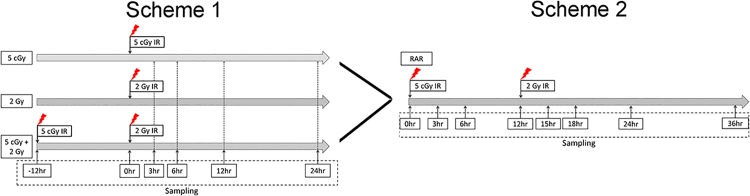
The microarray analysis timeline.

After exposures to the desired radiation doses, the numbers of differentially expressed genes reached a maximum at 24 h post irradiation (Table 1), with fewer genes responding at 6 or 12 h and no genes with FDR < 10% at 3 h. Due to the limited numbers or absence of genes significantly expressed at early time points for each group, we relaxed the FDR requirement for all data set analysis in the limma function, by choosing an unadjusted *p* value of 0.05 as the threshold. The heat maps of different expression genes are shown in S1 Fig.

**Table 1:** Summary of gene numbers under differential statistical thresholds.

		5 cGy				2 Gy				5 cGy + 2 Gy			
		3 h	6 h	12 h	24 h	3 h	6 h	12 h	24 h	3 h	6 h	12 h	24 h
Unadjp0.05	Up	99	152	369	815	669	170	346	976	234	279	542	1272
	Down	92	148	240	615	249	179	428	860	206	392	510	1195
	Total	191	300	609	1430	918	349	774	1836	440	671	1052	2467
Unadjp0.01	Up	10	37	100	315	139	55	125	403	61	100	167	628
	Down	16	33	51	235	45	31	147	390	57	105	184	608
	Total	26	70	151	550	184	86	272	793	118	205	351	1236
Unadjp0.005	Up	4	16	59	188	55	31	74	250	32	57	101	430
	Down	5	10	30	140	24	16	92	264	30	54	113	437
	Total	9	26	89	328	79	47	166	514	62	111	214	867
BH p0.1	Up	N/A	N/A	N/A	14	N/A	N/A	7	101	1	1	10	411
	Down	N/A	N/A	N/A	11	N/A	N/A	8	128	1	0	15	424
	Total	N/A	N/A	N/A	25	N/A	N/A	15	229	2	1	25	835
BH p0.05	Up	N/A	N/A	N/A	4	N/A	N/A	1	33	N/A	N/A	4	181
	Down	N/A	N/A	N/A	2	N/A	N/A	3	54	N/A	N/A	5	221
	Total	N/A	N/A	N/A	6	N/A	N/A	4	87	N/A	N/A	9	402

Furthermore, we also validated the gene profile results by qRT-PCR method for a number of genes. The qPCR results confirmed the microarray results in terms of the trends in gene changes (as shown in S3 Table). These data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE 59863 (mRNA profile data GSM number: GSM 1448246–1448285, miRNA profile data GSM number: GSM 1448296–1448307).

### Gene Set Enrichment Analysis

GSEA detects statistically significant differences in *a priori* defined gene sets (pathways) through a weighted Kolmogorov-Smirnov statistic (Normalized Enrichment Score (NES)) based on over-representation of gene-set members toward the top or bottom of a list of genes ranked by the strength of their correlation to the phenotypes (irradiation doses and groups).

Considering the time-course data, positive correlations indicated that the gene sets were enriched at later time points, while negative correlations indicated that the gene sets were enriched at earlier time points. For some groups, no gene sets were significant at FDR < 25%, in which case we chose the pathways or gene ontology (GO) terms with nominal *p* values < 1% for further analysis, as shown in Table 2 in detail.

**Table 2:** Summary of gene set numbers which were significantly enriched.

	Correlation	FDR < 25%	Nom p value < 1%	Nom p value < 5%
5 cGy	Positive	0	11	84
	Negative	0	38	188
2 Gy	Positive	0	3	43
	Negative	0	37	159
5 cGy + 2 Gy	Positive	0	11	62
	Negative	31	45	183
RAR	Positive	0	12	77
	Negative	91	48	176

In general, for the 5 cGy group, the enriched gene sets with negative correlations (Fig 3) involved unfolded protein response, apoptotic execution, spliceosome, DNA and RNA metabolic processes, G protein activation and signaling amplification, kinase activity, DNA repair and replication, and cell cycle arrest. These showed that the cells initiated many biological processes to respond to the stress within a short time after X-ray exposure. Moreover, the 5 cGy low-dose irradiation also induced gene sets or pathways for lysosome organization, hydrolase activity and histone modification, which led to repair of radiation, induced damages and enriched inclination to positive correlation with timeline (Fig 4). The enrichments with negative and positive correlations are presented in S2 Fig.

**Fig 3:**
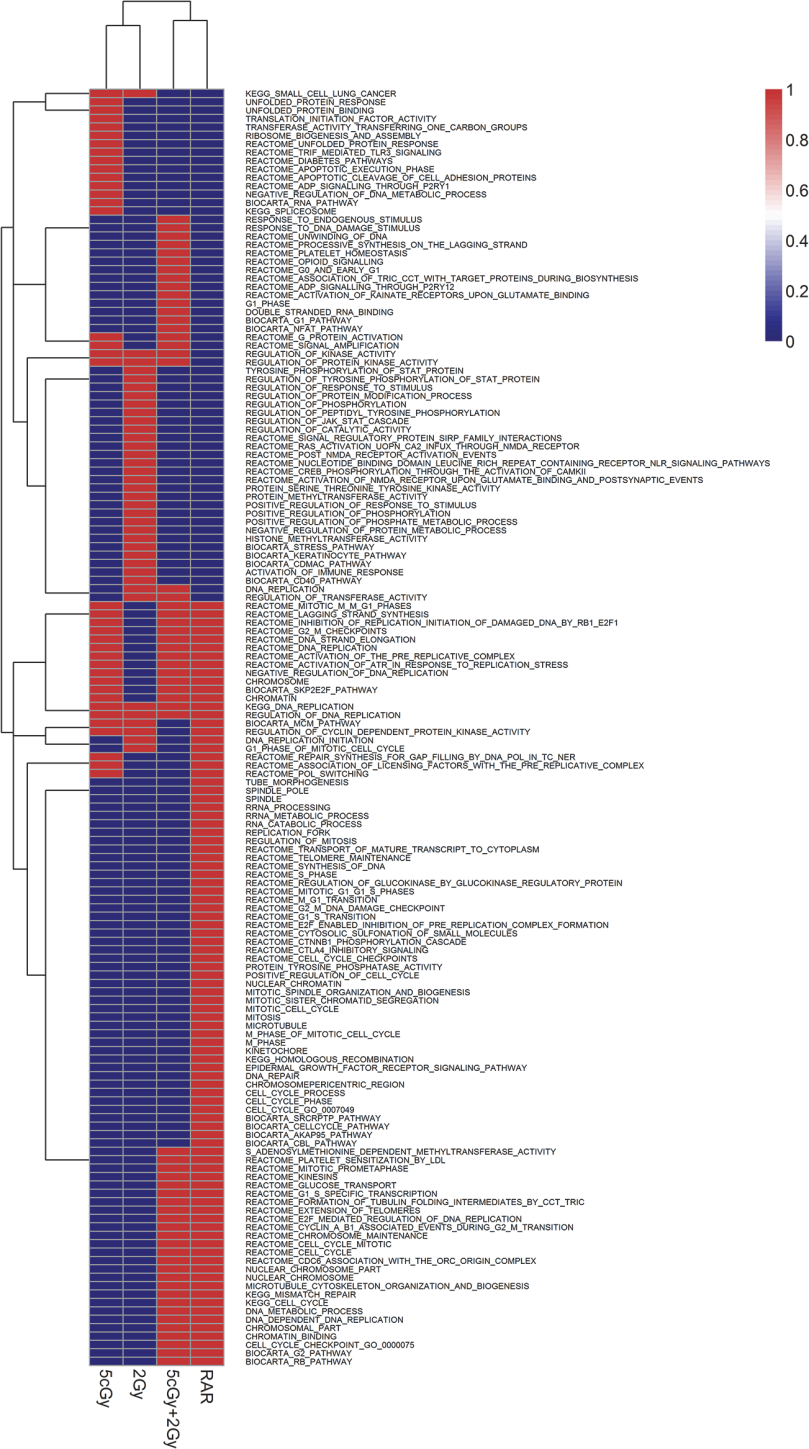
Clustering of GSEA results enriched with negative correlation with increased time profile. Sorting negative correlation The GSEA results were sorted by FDR < 25% or nom p value < 1% thresholds, where appropriate. The heatmap illustrated the gene sets for each irradiation group. The red color codes for the presence of the shown gene sets in a particular group, while the blue color codes for absence of the shown gene sets in a particular group.

**Fig 4:**
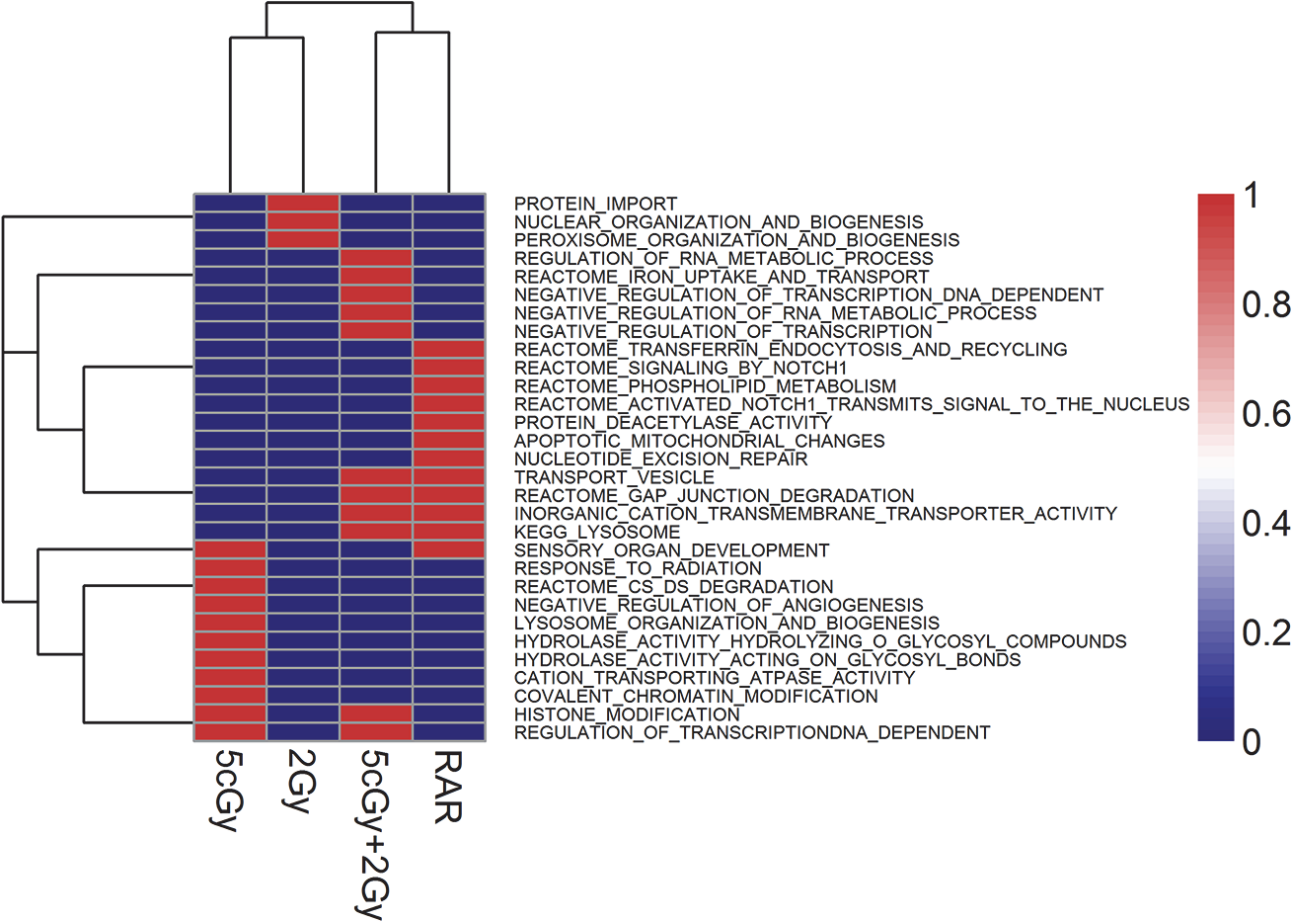
Clustering of GSEA results enriched with positive correlation with increased time profile, for various irradiation groups (viz. 5 cGy, 2 Gy, (5 cGy + 2 Gy) and RAR). The GSEA results were sorted by FDR < 25% or nom p value < 1% thresholds, where appropriate. The heatmap illustrated the gene sets for each irradiation group. The red color codes for the presence of the shown gene sets in a particular group, while the blue color codes for absence of the shown gene sets in a particular group.

For the 2 Gy group, most gene sets enriched at early time points were negatively correlated with time-course phenotypes (Fig 3). These gene sets included kinase activity and regulation, phosphorylation and cascade of STAT, RAS, JAK-STAT, CREB transcription factors, regulation of cell cycle and DNA replication, and moreover, some responses to stress pathways or external stimuli. Only three terms involved nuclear and peroxisome organization biogenesis showed positive correlation with timeline (Fig 4), which suggested that the cells detoxicated various toxic substances induced by irradiation. In particular, peroxisomes were shown to generate superoxide (O_2_^•–^) and nitric oxide (^•^NO) radicals [56, 57]. The enrichments with negative and positive correlations are presented in S3 Fig.

For the (5 cGy + 2 Gy) group, response to DNA damage stimulus, G protein activation and signaling amplification, kinase activity, cell cycle, DNA replication and chromosome maintenance showed enrichments at early time points after the application of the 2 Gy challenging dose (Fig 3). However, the RNA metabolic process and transcriptional regulation were up-regulated sustainably. Similar to the 5 cGy group, the gene sets and pathways for lysosome and histone modification were present. Furthermore, some terms involving iron uptake and transport were also positively enriched (Fig 4). The enrichments with negative and positive correlations are presented in S4 Fig.

To further study the RAR effect, we combined part of the gene profiles for the 5 cGy group with those of the (5 cGy + 2 Gy) group, to provide more information or to show the variance in details. The Notch1 signaling pathway and nucleotide excision repair term were enriched in the positive correlation of RAR (shown in S5 Fig), while most of the gene sets were essentially comparable regardless of the positive or negative correlations.

These GSEA results revealed that the 5 cGy radiation could induce early cell response, alter the metabolism and biological process to defend against radiation-induced damages, and promote repair of the damages. However, the 2 Gy high-dose radiation tended to provoke survival and did not resist the damages or repair them rapidly, which might be detrimental to the basic biological functions of the cells.

### Investigation of radiation-induced gene expression alteration through GO analysis

Within any given gene sets, GO-based functional analysis provides statistically enriched GO terms, describing gene products and demonstrating their relationships according to three ontology categories: biological process, molecular function and cellular component. To analyze our microarray data based on groups of functionally related genes instead of individual genes, BiNGO was used as a Java-based high-throughput functional genomic analysis tool in Cytoscape. We then identified the significantly enriched GO terms and characterized the radiation responses to different radiation doses and their dynamic changes over time after exposures.

Low-dose radiation (5 cGy) could up-regulate G-protein coupled receptor activity and olfactory receptor activity through sensory perception of chemical stimulus. However, high-dose radiation (2 Gy) induced complex and extensive transmembrane receptor activities, mostly involving G-protein coupled receptor, olfactory receptor, and signal transducer activities in the downstream. In addition, more biological processes, especially the nucleotide metabolic processes were abundant. Interestingly, the (5 cGy + 2 Gy) group did not promote any up-regulation at 3 h, but a large number of genes involved in DNA metabolic processes, DNA replication, cellular responses to external stress or stimuli, and cell cycle showed down-regulation, suggesting the (5 cGy + 2 Gy) radiation scheme could negatively regulate cell processes, inhibit DNA replication and cell cycle arrest in the very early phase (data shown in S6 Fig).

At 6 h after exposure (data shown in S7 Fig), the 5 cGy group showed up-regulations of metal-ion-binding related genes or GO terms, which would be a sign that metal ions were required during DNA repair and replication. When we examined the 2 Gy radiation-induced gene expression profiles, some typical processes showed up, including apoptosis, PCNA-p21 activation, cell cycle arrest, DNA damage responses signal transduction by TP53. The GO terms revealed that the irradiated cells were repairing the radiation-induced damages, surviving or dying. Meanwhile, for the (5 cGy + 2 Gy) scheme, the cells assembled all resources to participate in the repair. Most biological processes concentrated on the negative regulation of DNA replication, transcription, and nucleotide metabolism, to prevent the fatal cascade reactions of DNA damages.

At 12 h post-radiation (data shown in S8 Fig), 5 cGy radiation induced responses dominated by positive regulation of ion binding, gene expression and cellular metabolism. Moreover, complicated cellular processes showed down-regulation, including responses to stimuli, cell proliferation, primary metabolism, and kinase phosphatase activity. At this time point, the cells having been exposed by 2 Gy radiation shifted their focus to negative regulation of DNA replication, which was largely similar to the characteristics of the cells exposed to (5 cGy + 2 Gy) radiation at the 6 h time point. Furthermore, for the (5 cGy + 2 Gy) strategy, in addition to down-regulation of DNA replication, cellular processes were initiated to control the cell cycle to give more time for repairing the cellular damages.

Up to 24 h after radiation exposure (data shown in S9 Fig), a wide range of GO terms were present. The cells irradiated with a 2 Gy dose finally caught up the progress of the cells which had been subjected to (5 cGy + 2 Gy) radiations. Both these groups showed cell cycle arrest, as well as negative regulation of cell cycle checkpoint and DNA replication. Nevertheless, activation or inhibition of similar biological processes in the 2 Gy group were initiated 6–12 h later than those in the (5 cGy + 2 Gy) group. This could be a critical reason explaining that the priming dose helped protect against damages induced by the challenging dose.

Furthermore, we assessed the protein expressions of p21/WAF1, phospho-p38 MAPK and phosphor-NF-κB through the Western Blot assay. The results (shown in S10 Fig) reflected that the p21 protein was up-regulated after irradiation at various time points, which was consistent with previous studies [58, 59]. Moreover, the levels of phosphorylated p38 MAPK and NF-κB were also increased at 24 h, which suggested the activation of the mediated signaling pathways.

Overall, the gene ontology results for each irradiation scheme appeared to be relatively similar at different time points. However, there were still observable differences. The GO terms of the 2 Gy group at all-time points showed that they were lagging behind those for the (5 cGy + 2 Gy) group, which suggested that the 5 cGy irradiation changed the cellular response to external stresses.

### Investigation of radiation-induced gene expression alteration through pathway analysis

Cytoscape plugged ClueGO and CluePedia was performed for functional analysis of each differential group gene sets acquired from microarray analyses. The KEGG, REACTOME, and WikiPathways databases were applied for enrichment analysis.

The pathway enrichment results for low-dose (5 cGy) radiation showed insignificant enriched pathways at 3 h post 5 cGy exposure, while the TOR signaling pathway was shown to be up-regulated at 6 to 12 h post irradiation till 24 h later, and the MAPK signaling pathway was down-regulated. Up to 24 h, the majority of the enriched pathways focused on the reduction in DNA replication, cell cycle arrest, RNA metabolism and processing (data shown in Fig 5).

**Fig 5:**
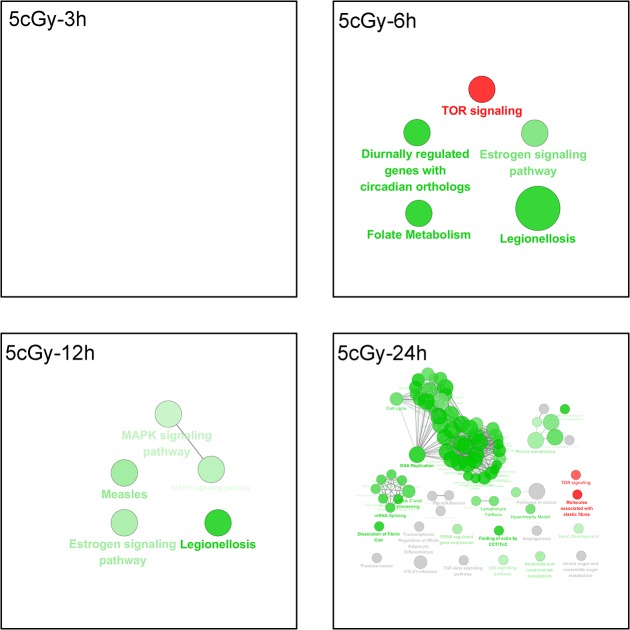
The pathway enrichment analysis results of the 5 cGy group at different time points. The KEGG, REACTOME and WikiPathways databases in ClueGO were employed for pathway enrichment analysis of each differential group gene sets acquired from microarray analyses. The Enrichment/Depletion was tested by the two-side hypergeometric test, and the Benjamini and Hochberg false-discovery rate was set to 0.05. The green and red colors code for down-regulation and up-regulation of genes, respectively, in each group. The result for 3 h post 5 cGy radiation was not shown due to absence of significant enriched pathways.

The high radiation dose (2 Gy) led to different cellular responses. At the early stage, most up-regulated genes were involved in G protein-coupled receptors (GPCR) downstream signaling, cytokine-cytokine receptor interaction and interferon gamma signaling pathway at 3 h post irradiation. As early as 6 h post irradiation, some genes were involved in promotion of the p53 signaling pathway and responded to DNA damages, either through apoptosis or miRNA, and also slowed down cell replication via controlling cell cycle checkpoints. At later time points from 12 to 24 h post irradiation, more and more resources were spent on the negative regulation of DNA replication and cell cycle, particularly at 24 h post irradiation, and the DNA double-strand break repair term indicated repair in order to rescue the cells from the X-ray induced damages (data shown in Fig 6).

**Fig 6:**
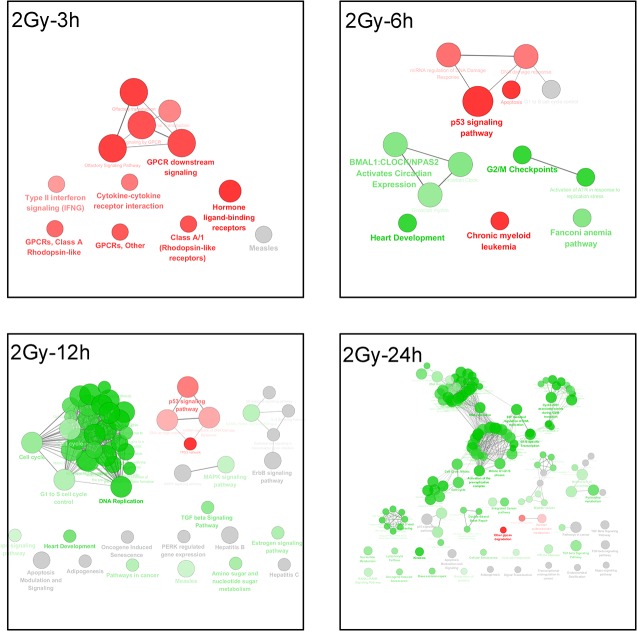
The pathway enrichment analysis results of the 2 Gy group at different time points. The KEGG, REACTOME and WikiPathways databases in ClueGO were employed for pathway enrichment analysis of each differential group gene sets acquired from microarray analyses. The Enrichment/Depletion was tested by the two-side hypergeometric test, and the Benjamini and Hochberg false-discovery rate was set to 0.05. The green and red colors code for down-regulation and up-regulation of genes, respectively, in each group.

Interestingly, the (5 cGy + 2 Gy) irradiation invoked different pathways when compared to the 2 Gy irradiation at corresponding time points. The fundamental discrepancy was that most of the cellular events for the (5 cGy + 2 Gy) group were initiated after those for the 2 Gy group. For example, the p53 signaling pathway or network, miRNA regulation of DNA damage response, cell cycle terms were initiated as early as 3 h post exposure, and extended to 6 or 12 h. Moreover, some of pathways involving cell cycle control or checkpoints, DNA replication or regulation would be then strengthened at later time points. Meanwhile, some special pathways appeared. For examples, the Notch and Wnt signaling pathways were enriched at 3 h, and lysosome activation was enhanced at 24 h, which suggested that the cells initiated autophagic digestion to process the injured cell to avoid larger-scale damages (data shown in Fig 7).

**Fig 7:**
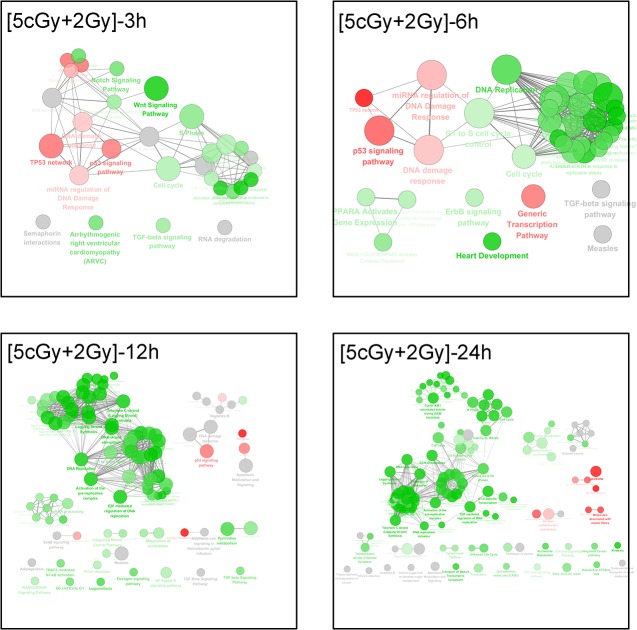
The pathway enrichment analysis results of the (5 cGy +2 Gy) group at different time points. The KEGG, REACTOME and WikiPathways databases in ClueGO were employed for pathway enrichment analysis of each differential group gene sets acquired from microarray analyses. The Enrichment/Depletion was tested by the two-side hypergeometric test, and the Benjamini and Hochberg false-discovery rate was set to 0.05. The green and red colors code for down-regulation and up-regulation of genes, respectively, in each group.

### Identification of specific radiation-induced microRNA

According to the previous microarray study, microRNA(s) were likely involved in irradiation-induced gene regulation. 

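AG01522 is a strain of normal human skin fibroblasts, and its miRNAs were measured on 12 one-colour Agilent arrays of the Human miRNA v19.0 design. Each of 4 groups had 3 arrays. The groups were sham-irradiated cells taken at 0 h, cells taken 12 h after 5 cGy, cells taken 24 h after 2 Gy, and cells that received 5 cGy and, 12 h later, 2 Gy and were taken 24 h after the second dose. The sham cells were taken at 0 h, so irradiation and the hours in culture differed together in every comparison with sham. Dose and hours also differed together between the 5 cGy group, taken at 12 h, and the groups taken at 24 h. The labels call the arrays biological replicates. Nothing in them states whether the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The replicates of the sham group are numbered 1, 2 and 3 in the titles of the labels and 1, 3 and 4 in their descriptions and in Fig 8. The numbers of the titles are used here.
The arrays held 60180 spots of 4774 probes for 2006 human miRNAs, with 30 spots per miRNA. Of these miRNAs, 376 were detected on all 12 arrays and 536 on at least 1 array. The number detected per array was 429 ± 27.5 (SD, n = 3) in sham, with a median of 423 and a range of 405 to 459. It was 445 ± 19.6 (SD, n = 3) after 5 cGy, with a median of 450 and a range of 423 to 461, and 456 ± 14.0 (SD, n = 3) after 2 Gy, with a median of 455 and a range of 442 to 470. After (5 cGy + 2 Gy) it was 449 ± 26.1 (SD, n = 3), with a median of 447 and a range of 424 to 476. The 9 irradiated arrays had 20.8 more detected miRNAs than the 3 sham arrays on average, a difference within the spread of the arrays (two-sided exact permutation test, p = 0.164, adjusted p = 0.5 over 4 comparisons, where 0.00455 was the smallest possible p). The arrays lay on 2 slides, each with arrays of every group, and were scanned on 1 day. The differences from sham after 5 cGy, 2 Gy and (5 cGy + 2 Gy) were 15.7, 26.7 and 20 detected miRNAs. Within slide 1 they were 14.5, 15 and -5.5, and within slide 2 they were 18, 50 and 71, so the last of them had opposite signs on the slides. The number of arrays limits the precision of all values.
The authors extracted the spot intensities with Feature Extraction 10.7.1.1, which subtracts the background and corrects trends across the array. From the deposited intensities, the processed signals were quantile normalized as the methods describe, and spot signals under 13.0 (3.70 on the log2 scale) were set to that floor. The log2 signals of the spots of a probe were then averaged, and the median of the probes was taken for each miRNA. The floor is the lowest normalized signal of a spot well above background, as the median over the arrays. The 444 miRNAs detected on all 3 arrays of at least 1 group were tested with limma in one model of all 12 arrays. A miRNA was called at an unadjusted p under 0.05, the threshold of the methods, and the counts after Benjamini-Hochberg adjustment are given beside it. Over these miRNAs, pairs of arrays correlated with r from 0.974 to 0.998, no 2 arrays held identical values and no spot was saturated. The floor shrinks the changes of dim miRNAs, and the choice of normalization sets the share of called miRNAs that are higher.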

To investigate the potential microRNA(s), we made use of the irradiated samples from the 5 cGy group at 12 h post radiation, the 2 Gy group at 24 h post radiation, and the (5 cGy + 2 Gy) group at 24 h post radiation. Using Bayes’ estimation in the limma method, we found 32, 39 and 70 significantly expressed microRNAs in the 5 cGy, 2 Gy and (5 cGy + 2 Gy) groups, respectively (Fig 8). 

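After (5 cGy + 2 Gy), hsa-miR-150-3p, an arm of a miRNA that is abundant in lymphocytes, had a log2 level of 7.17 ± 0.20 (SD, n = 3) against 5.86 ± 0.33 (SD, n = 3) in sham, a rise of 1.31 (standard error 0.19, adjusted p = 0.00292 from limma). Its longest probe had a GC content of 76.9%. Of 11 arms of blood cell markers on the array, it was the 1 detected on all arrays of a group. hsa-miR-629-3p rose from 3.75 ± 0.041 to 5.08 ± 0.21 (SD, n = 3 each) and hsa-miR-4651 from 6.03 ± 0.32 to 7.22 ± 0.099 (SD, n = 3 each). hsa-miR-154-3p, a member of the imprinted 14q32 cluster, fell from 5.85 ± 0.095 to 5.09 ± 0.045 (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.063, adjusted p = 0.000324 from limma). hsa-miR-19b-3p, a member of the miR-17-92 cluster that drives proliferation, fell from 7.98 ± 0.12 to 7.42 ± 0.039 (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.080, adjusted p = 0.00292 from limma). The largest rise was that of hsa-miR-4481, by 1.53 on the log2 scale, and the largest falls were those of hsa-miR-1973, with -0.99, and hsa-miR-494, with -0.94.
Of the 12 measured members of miR-17-92 and its paralogous clusters, listed before the data were examined, 8 were lower after (5 cGy + 2 Gy) than in sham, none was higher and 4 did not pass at an adjusted p under 0.05 from limma (8 lower when adjusted over the list alone). hsa-miR-19a-3p fell by 0.67, hsa-miR-20b-5p by 0.46 and hsa-miR-20a-5p by 0.41 on the log2 scale. Of 48 measured members of the 14q32 cluster, 13 were lower and 3 were higher at an adjusted p under 0.05 (14 lower and 3 higher when adjusted over the list alone). hsa-miR-495-3p fell by 0.70, hsa-miR-543 by 0.68 and hsa-miR-376b-3p by 0.33, while hsa-miR-1185-2-3p rose by 0.98. hsa-miR-1185-5p of this cluster is in Table 3, so its values had been seen. The median log2 change was -0.34 for miR-17-92 and -0.21 for 14q32, and both were negative under every scaling tried. camera with a preset correlation of 0.01 gave an adjusted p of 0.000340 for each list, and neither passed with adjusted p = 0.413 with an estimated correlation. fry, which asks whether the members move one way on balance, gave adjusted p = 0.0144 and 0.0311. Of 9 measured p53-responsive miRNAs, none passed at an adjusted p under 0.05 (none when adjusted over the list alone) and 2 were lower at an unadjusted p under 0.05, namely hsa-miR-107 with -0.22 and hsa-miR-145-3p with -0.54.
The array signal also moved with the GC content of the probes. The deviations of each array's log2 levels from the miRNA means over the 12 arrays were regressed on GC content. Each slope is thus relative to the other arrays. The slope was 0.054 ± 0.015 (SD, n = 3) per 10 percentage points after (5 cGy + 2 Gy) and -0.064 ± 0.031 (SD, n = 3) in sham (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Probes of miRNAs called higher had a median GC content of 76.9% and those of miRNAs called lower 50%, against 57.5% over the tested miRNAs. The members of miR-17-92 had a median of 51.3% and those of 14q32 50%. With the trend of each array on GC content removed, a setting chosen after the data were seen, the median log2 change was -0.23 for miR-17-92 and -0.048 for 14q32. There camera gave adjusted p = 0.0232 and 0.345 with the preset correlation and 0.646 and 0.777 with an estimated one.
After 5 cGy, hsa-miR-150-3p rose by 0.97 (standard error 0.19, adjusted p = 0.0357 from limma), hsa-miR-629-3p by 0.96 and hsa-miR-4271 by 0.78, and hsa-miR-3676-5p fell by 0.65 (standard error 0.086, adjusted p = 0.0160 from limma). After 2 Gy, hsa-miR-150-3p rose by 1.07 (standard error 0.19, adjusted p = 0.0160 from limma) and hsa-miR-4651 by 0.95, while hsa-miR-154-3p fell by 0.47 and hsa-miR-543 by 0.50. hsa-miR-34a-5p, a transcriptional target of p53, had a log2 difference of 0.12 from sham after 2 Gy (standard error 0.11, adjusted p = 0.630 from limma). No member of miR-17-92 passed at an adjusted p under 0.05 after 5 cGy or 2 Gy.
58 miRNAs were called against sham after 5 cGy (44 higher and 14 lower), 79 after 2 Gy (49 higher and 30 lower) and 169 after (5 cGy + 2 Gy) (73 higher and 96 lower), where 22.2 are expected by chance in each. At an adjusted p under 0.05 from limma the counts were 9 (8 higher and 1 lower), 15 (11 higher and 4 lower) and 96 (48 higher and 48 lower). The split of the called miRNAs depends on the scaling. It was 18 higher and 1 lower, 58 and 0, and 56 and 12 for the 3 comparisons without normalization, and 46 and 6, 58 and 14, and 49 and 89 with each array scaled to the 75th percentile over all human probes. With the 75th percentile over the detected probes the splits after 5 cGy and (5 cGy + 2 Gy) were 31 higher and 17 lower and 79 and 75, and with the GC trend removed the splits were 32 and 26, 47 and 44, and 93 and 81. The median of all tested miRNAs was 0.13 after 2 Gy without normalization and -0.12 after (5 cGy + 2 Gy) in the authors' value table, relative to which the medians of miR-17-92 and 14q32 were -0.39 and -0.17. With slide 1 alone, also chosen later, the calls were 23 (19 higher and 4 lower), 30 (23 and 7) and 94 (58 and 36). After 5 cGy they were 128 (63 higher and 65 lower) without replicate 1 of that group, 68 (33 and 35) without replicate 2 and 34 (30 and 4) without replicate 3, so the excess of higher miRNAs there was not seen in every subset of arrays. The adjusted counts ranged from 1 to 40, from 0 to 24 and from 28 to 132 when 1 array was left out.
The paper used 3 databases to identify mRNAs for the miRNAs, and describes the GO results of the (5 cGy + 2 Gy) group as most likely a combination of those of the 5 cGy and 2 Gy groups.

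**Figure D1:**
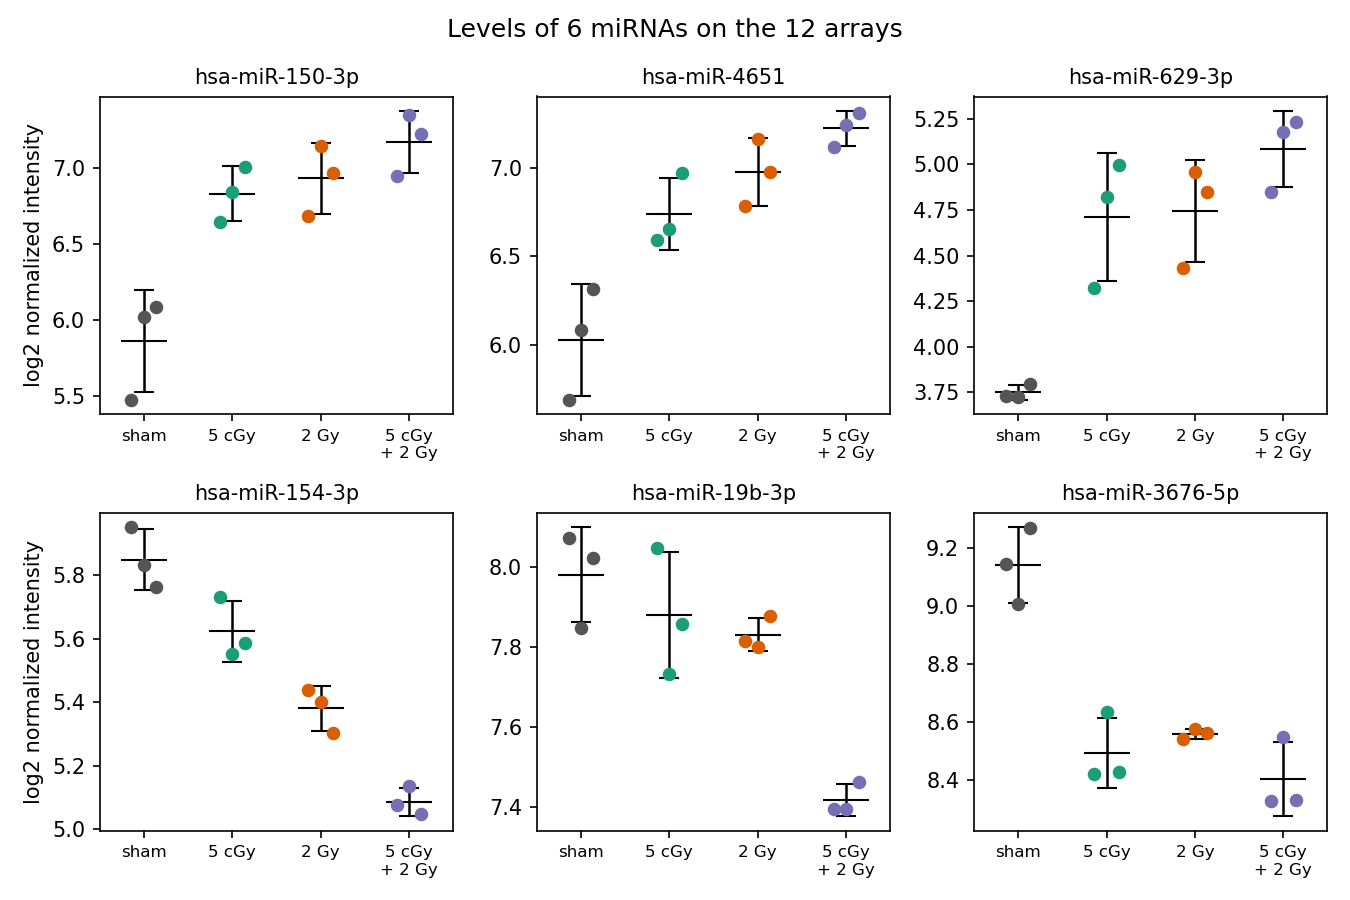
Log2 normalized intensity (vertical axis) of 6 miRNAs in the 4 groups (horizontal axis). Points are arrays, bars the means and whiskers the SD of 3 arrays. hsa-miR-150-3p, hsa-miR-4651 and hsa-miR-629-3p were lowest in sham, while hsa-miR-154-3p, hsa-miR-19b-3p and hsa-miR-3676-5p had lower means after (5 cGy + 2 Gy) than in sham.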

The majorities of differentially expressed microRNAs were summarized in Table 3, and were also identified by miRNA qPCR. 

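Of the 8 miRNAs of Table 3, hsa-miR-492 was the one that passed at an adjusted p under 0.05. Its log2 level was 3.71 ± 0.0079 (SD, n = 3) in sham and 4.14 ± 0.063 (SD, n = 3) after (5 cGy + 2 Gy), a rise of 0.43 (standard error 0.087, adjusted p = 0.0113 from limma). It was detected on 1 of 3 sham arrays and on all 9 irradiated arrays, and its log2 differences from sham after 5 cGy and 2 Gy were 0.24 and 0.26 (adjusted p = 0.248 and 0.139 from limma). The paper's qPCR in Table 3 gives hsa-miR-492 values under 1 after 5 cGy and 2 Gy and above 1 after (5 cGy + 2 Gy). The array and qPCR values thus pointed opposite ways after the single doses. hsa-miR-1236-5p, which is spliced from an intron without cleavage by Drosha as mirtrons are, was detected on none of the sham arrays and on all 9 irradiated arrays. Against the limit of detection in sham it was at least 1.04-fold higher after 5 cGy, 1.06-fold after 2 Gy and 1.04-fold after (5 cGy + 2 Gy) (adjusted p = 0.376, 0.0845 and 0.0955 from limma). The floor shrinks these folds. With summed probe signals, chosen after the data were seen, they were 1.53, 1.78 and 1.70 (adjusted p = 0.0241, 0.0106 and 0.00226 from limma). hsa-miR-4535 was detected on 1 sham array and on all irradiated arrays, with log2 differences of 0.084, 0.15 and 0.27 (adjusted p = 0.725, 0.461 and 0.0564 from limma).
In sham all 8 miRNAs had means from 3.70 to 3.72, at or near the floor of 3.70, so the differences above, the rise of hsa-miR-492 among them, are drawn towards 0 as well as those that follow. The other 5 miRNAs lay at or near the floor in every group, with means from 3.70 to 3.72. hsa-miR-877-5p, another mirtron, was detected on no sham array, on 1 array after 5 cGy, 2 after 2 Gy and 3 after (5 cGy + 2 Gy). hsa-miR-3659 was detected on no array of sham or 5 cGy, on 2 after 2 Gy and on 3 after (5 cGy + 2 Gy). hsa-miR-1185-5p was detected on 2 arrays of sham, 2 after 5 cGy, 3 after 2 Gy and none after (5 cGy + 2 Gy). hsa-let-7b-3p was detected on 2 sham arrays and on all irradiated arrays. Their log2 differences from sham after (5 cGy + 2 Gy) were 0.0067 for hsa-miR-877-5p, 0.012 for hsa-miR-3659, -0.0070 for hsa-miR-1185-5p and -0.019 for hsa-let-7b-3p. Of the 24 tests of these 8 miRNAs against sham, 7 passed at an unadjusted p under 0.05, 3 of hsa-miR-492, 3 of hsa-miR-1236-5p and 1 of hsa-miR-4535.
In hg19, the build of the array files, the target of the probes for hsa-miR-492 lies on chromosome 12 from 95228208 to 95228225. That of hsa-miR-1236-5p lies on chromosome 6 from 31924625 to 31924638 and that of hsa-miR-877-5p on chromosome 6 from 30552116 to 30552128. That of hsa-miR-4535 lies on chromosome 22 from 49176147 to 49176159, that of hsa-let-7b-3p on chromosome 22 from 46509631 to 46509646 and that of hsa-miR-3659 on chromosome 1 from 38554967 to 38554981. hsa-miR-1185-5p has matching targets on chromosome 14 from 101509330 to 101509348 and from 101510551 to 101510569, and its array signal is the sum over both copies. No annotation of the genes around them was used here. The number of passing tests depends on the treatment of dim signals. It was 15 of 24 with a floor of 1 or in the authors' value table, 4 without normalization and 1 with the median over all spots. After adjustment, more miRNAs passed with summed probe signals, a setting chosen after the data were seen. There hsa-miR-492, hsa-miR-1236-5p and hsa-miR-222-5p passed in every irradiated group, and hsa-miR-877-5p after 2 Gy and (5 cGy + 2 Gy). hsa-miR-3659 and hsa-miR-4535 passed after (5 cGy + 2 Gy) alone, and hsa-let-7b-3p and hsa-miR-1185-5p in no group.

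**Figure D2:**
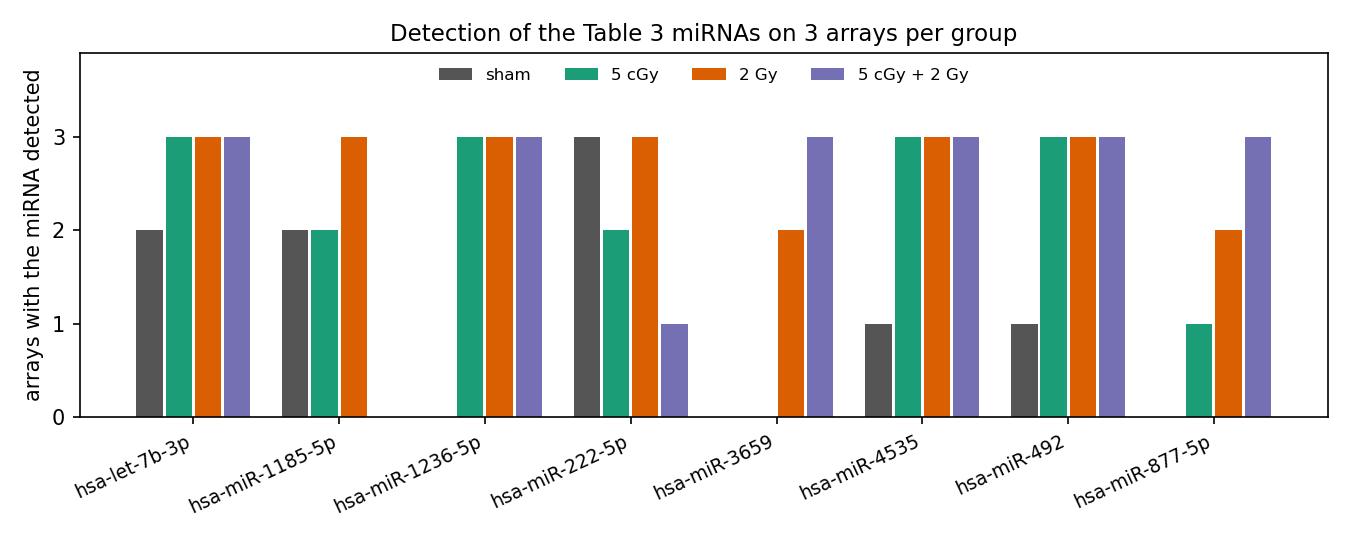
Number of arrays out of 3 (vertical axis) on which each of the 8 miRNAs of Table 3 (horizontal axis) was detected, with 1 bar for each of the 4 groups. hsa-miR-1236-5p was detected on 0 sham arrays and on 3 arrays of every irradiated group.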

The RT-PCR data indicated that over 83% (2 out of 24 genes and time points, e.g., hsa-miR-492 in 5 cGy and 2 Gy groups) of the ratios generated by microarray hybridizations were valid. Three microRNA databases (miRBase, TargetScan and miRGen) were used to identify the mRNAs, and to analyze the gene functions and pathways of the predicted mRNA.

**Fig 8:**
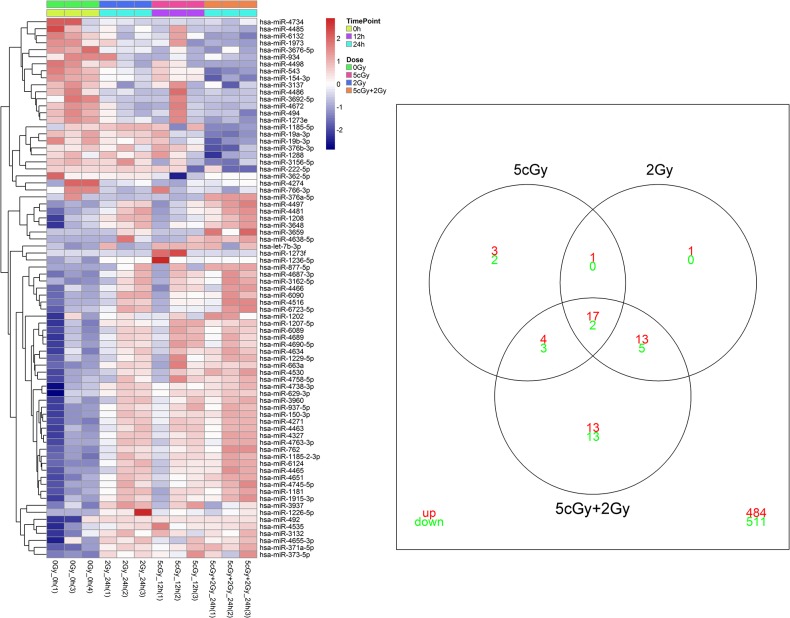
The heatmap of expressed miRNAs and Venn diagram of overlap for the three irradiation groups. The left panel shows the significantly expressed miRNAs using Bayes’ estimation in the limma package. The right panel shows the Venn plot of DEG numbers of the three groups, with green and red colors code for the numbers of down-regulated and up-regulated genes, respectively.

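48 miRNAs were called in all 3 comparisons with sham, 39 of them higher and 9 lower in each. hsa-miR-1181 rose by 0.60, 0.78 and 0.83 on the log2 scale after 5 cGy, 2 Gy and (5 cGy + 2 Gy), hsa-miR-1915-3p by 0.44, 0.59 and 0.79, and hsa-miR-371a-5p, of a cluster known from embryonic stem cells, by 0.48, 0.49 and 0.57. hsa-miR-134, a 14q32 miRNA, rose by 0.35, 0.19 and 0.20. Among the lower miRNAs, hsa-miR-100-5p fell by 0.21, 0.22 and 0.28 and hsa-miR-197-5p fell by 0.35, 0.49 and 0.58. A further 30 miRNAs were called after 2 Gy and (5 cGy + 2 Gy), 10 higher and 20 lower, 7 after 5 cGy and (5 cGy + 2 Gy), 3 higher and 4 lower, and 1 after 5 cGy and 2 Gy. The call was met by 84 miRNAs after (5 cGy + 2 Gy) without being met in the other comparisons, 21 higher and 63 lower, by 2 after 5 cGy alone and by none after 2 Gy alone. At an adjusted p under 0.05 from limma, 8 miRNAs passed in all 3 comparisons, 7 higher and 1 lower, and 80 passed after (5 cGy + 2 Gy) without passing in the others.
A call in one comparison and not in another does not show a difference between the groups. In the direct comparison of (5 cGy + 2 Gy) with 2 Gy, 35 miRNAs passed at an unadjusted p under 0.05, 3 higher and 32 lower, and none passed after adjustment (smallest adjusted p = 0.119 from limma). The changes had a Spearman correlation of 0.65 with GC content across miRNAs, which are not independent replicates, and with the GC trend removed 18 were higher and 12 lower, 12 of them among the 35. hsa-miR-19b-3p had a log2 level of 7.83 ± 0.041 (SD, n = 3) after 2 Gy and a log2 difference of -0.41 (standard error 0.080, adjusted p = 0.119 from limma), and hsa-miR-19a-3p had -0.51 (standard error 0.13, adjusted p = 0.283 from limma). Against 5 cGy, 50 miRNAs were called after (5 cGy + 2 Gy), 13 higher and 37 lower, and 4 were lower at an adjusted p under 0.05. This split was 34 higher and 28 lower with the GC trend removed, 8 and 2 without normalization, and 20 and 29 and 3 and 63 with the 75th percentile over the detected probes and over all human probes. Between 2 Gy and 5 cGy 10 miRNAs were called and none after adjustment (smallest adjusted p = 0.746 from limma). In both comparisons with 5 cGy, harvests at 24 h were set against 12 h, so dose and hours differed together. The priming dose before the challenge dose, less the priming dose alone, gave 22 calls, where 22.2 are expected by chance, and none after adjustment (smallest adjusted p = 0.268 from limma). The priming dose alone is there 12 h against 0 h, so dose and hours differ together in this contrast as well. The number of calls was 49 and 41 without replicates 2 and 1 of 5 cGy and 13 without replicate 3, 11 without replicate 3 of 2 Gy and 14 without replicate 1 of (5 cGy + 2 Gy). It was 61 with array weights, 39 and 41 with the replicate block by the titles and by the descriptions, 43 and 12 with the 75th percentile over all human probes and over the detected probes, 1 without normalization and 9 with slide 1 alone.
The 3 comparisons share the sham arrays. In 100 simulations of unchanged groups against these arrays, on average 2.43 miRNAs were called in all 3 comparisons and at most 7, and independent lists of the observed sizes would share 1.00. Of the pairs of comparisons, 5 cGy and 2 Gy shared 49 calls, 5 cGy and (5 cGy + 2 Gy) 55, and 2 Gy and (5 cGy + 2 Gy) 78, against simulated means of 5.81, 5.80 and 6.12 and 5.80, 10.3 and 14.5 for independent lists. The log2 changes of these pairs correlated across miRNAs, which are not independent replicates, with r of 0.86, 0.89 and 0.94, against a simulated 0.50 for each. Their covariances were 0.0497, 0.0715 and 0.0853, against simulated means of 0.00903, 0.00900 and 0.00906. With 3 sham arrays the controls could not be split into parts of at least 2, so part of the overlap may come from the shared arrays. Regroupings of the 12 measured arrays reached higher counts than the simulations, with 47 as the highest of the others in 100 draws. Within the replicate numbers of the titles the highest was 45, and 20 where the sham arrays were mixed with others. The simulated counts therefore do not exclude chance for the 48. Complete linkage of the levels of the tested miRNAs into 2 clusters placed the 3 sham arrays with replicate 1 of 5 cGy and replicate 1 of 2 Gy, and the other 7 arrays together.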

**Table 3:** Significantly expressed microRNAs for different irradiation groups and qPCR validation.

microRNA	Group	Microarray relative change (log2 Fold change)	qPCR relative change
hsa-let-7b-3p	5 cGy	1.655	1.041 ± 0.200
hsa-let-7b-3p	2 Gy	**-**	1.082 ± 0.020
hsa-let-7b-3p	5 cGy + 2 Gy	**-**	0.933 ± 0.448
hsa-miR-1185-5p	5 cGy	-0.146	0.883 ± 0.084
hsa-miR-1185-5p	2 Gy	-1.381	0.821 ± 0.158
hsa-miR-1185-5p	5 cGy + 2 Gy	-2.821	0.718 ± 0.034
hsa-miR-1236-5p	5 cGy	3.841	1.014 ± 0.300
hsa-miR-1236-5p	2 Gy	**-**	1.606 ± 1.194
hsa-miR-1236-5p	5 cGy + 2 Gy	**-**	1.280 ± 0.142
hsa-miR-222-5p	5 cGy	**-**	0.653 ± 0.044
hsa-miR-222-5p	2 Gy	**-**	0.528 ± 0.070
hsa-miR-222-5p	5 cGy + 2 Gy	-5.431	0.377 ± 0.055
hsa-miR-3659	5 cGy	0.039	1.423 ± 0.523
hsa-miR-3659	2 Gy	1.615	1.675 ± 0.249
hsa-miR-3659	5 cGy + 2 Gy	4.421	2.184 ± 0.360
hsa-miR-4535	5 cGy	2.097	1.624 ± 0.522
hsa-miR-4535	2 Gy	1.717	2.254 ± 0.864
hsa-miR-4535	5 cGy + 2 Gy	1.928	2.734 ± 0.895
hsa-miR-492	5 cGy	4.076	0.853 ± 0.042
hsa-miR-492	2 Gy	4.167	0.870 ± 0.184
hsa-miR-492	5 cGy + 2 Gy	4.132	1.158 ± 0.336
hsa-miR-877-5p	5 cGy	1.782	1.235 ± 0.394
hsa-miR-877-5p	2 Gy	2.715	1.341 ± 0.434
hsa-miR-877-5p	5 cGy + 2 Gy	5.541	2.282 ± 0.617

When we compared the mRNA GO terms predicted for the three groups, the low-dose 5 cGy group showed that most GO terms focused on cell communication, intracellular signal transduction and system development (Fig 9). Meanwhile, the enrichment pathway also indicated that these predicted mRNAs were dominnat in translation, chromosome maintenance, meiotic recombination and Wnt signaling pathways and other metabolic pathways or terms (Fig 9). On the other hand, however, a high-dose (2 Gy) radiation induced many genes involved in regulation of cellular processes and primary metabolic processes, multicellular organismal development and regualtion of signaling (Fig 9). These were also confirmed by the pathway results (S10 Fig). The more notable results were the EGFR pathway, eukaryotic translation elongation and RNA process, metabolism of vitamins and cofactors, calcium and Wnt signaling pathways (S11 Fig). The RAR group, with 5 cGy priming dose and 2 Gy changelling dose, showed that the GO results were most likely a combination of the individual results for the 5 cGy and 2 Gy groups. It combined both of their GO terms, comprising cell communication, intracellular siganl transduction, including most of the enriched results for the 5 cGy case, and also regulation of cellular processes for the 2 Gy group. Furthermore, the enrichment results also showed complicated pathways, including EGFR signaling, insulin signaling, exon junction complex, metabolic and RNA and DNA processes (S12 Fig).

**Fig 9:**
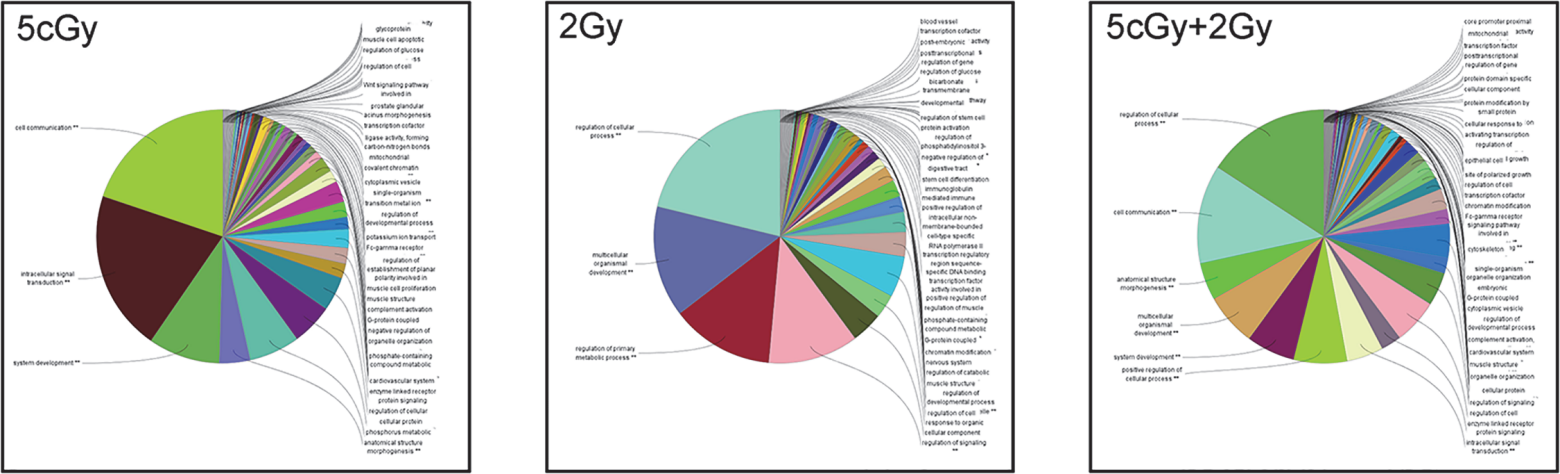
The pie charts showing the predicted mRNA enrichment GO terms for the three irradiation groups. The mRNAs predicted using three microRNA databases were input into ClueGO plugged in Cytoscape for enrichment analysis for gene ontology. The Cellular Component, Biological Process, Molecular Function and Immune System Process GO terms were selected for this analysis. The two-sided hypergeometric test was used in the statistical inference, and the Benjamini-Hochberg method was applied in p value correlation. The adjusted p-value threshold was set to 0.001.

## Discussion

RAR is a non-targeted effect that does not require direct irradiation of the cell nucleus [60]. It occurs when a preceding low priming dose decreases the biological effectiveness of a subsequent high challenging dose. For clinical radiotherapy, RAR can potentially be exploited to avoid or to reduce the excessive damages on normal somatic cells inflicted by the radiation used to kill the tumor cells. Until now, the mechanisms underlying RAR are still largely obscure. Most previous researches focused on a single gene or protein that was linked to RAR, which was not entirely accurate and precluded a holistic view on the process. In this study, we aimed to examine the extensive radiation responses at the entire transcriptome level for a low dose (5 cGy), a high dose (2 Gy) and a combination of 5 cGy priming dose and 2 Gy challenging dose (5 cGy + 2 Gy) on irradiated AG01522 cells, and to identify RAR or dose specific factors.

Moreover, the results in previous studies on RAR were not always consistent, which might depend on the cell type, the dose range and time interval between exposures [45]. As such, all critical factors including the priming dose, challenging dose and the time interval between exposures were optimized, which were described in the previous text.

The present results clearly demonstrated that pre-exposure to a low-dose radiation changed the cellular responses at the early stage. From the GO and pathway results, we found that the defense mechanisms triggered by the 5 cGy irradiation at least 6 to 12 h earlier than those triggered by the 2 Gy irradiation. Therefore, the (5 cGy + 2 Gy) group benefited more from the 5 cGy dose which stimulated acute-phase responses. Our time-course data also revealed that the radiation induced cellular responses within as early as 3 to 6 h, including cell cycle arrest, proliferation, DNA and RNA metabolism, replication and transduction. These agreed with the previous finding on radiation-induced bystander effect that the early response within 2 h involved p53-induced or regulated genes in fibroblast cells irradiated with a dose of 2 Gy [42].

Based on gene ontology or pathway analysis, the GPCRs were activated within 3 h post irradiation for both the 5 cGy and 2 Gy groups. Ionizing radiation is known to induce expression of cytokine receptors and G proteins [61], which was confirmed by our present results showing up-regulation of G–protein-mediated signaling pathway. The activation of G proteins and cytokine receptors could be explained in terms of mitogenic/proliferative signaling to promote cellular survival under genotoxic stress. At downstream to those receptors and G proteins signaling, phospholipase C-g (PLC-g), protein kinase C (PKC)/Ras/Raf network would probably be involved in the proliferative response [62, 63]. Moreover, from any group of early response after irradiation, the olfactory pathway or terms had been enriched, and neural cell adhesion molecule (NACM) interaction term had also been found in GSEA. Based on the GSEA gene family database, we found some core genes (ARTN, GDNF) in the NACM interaction term including cytokines and growth factors. Furthermore, other critically enriched genes included the olfactory receptors (COL4A5, COL4A4, COL4A3 and COL9A3) and also GPCRs, which suggested that olfactory factors might trigger radiation response that promoted the downstream effects. Previous research also indicated that radiochemical formation of ozone and free radicals might stimulate olfactory receptors in radiation processes [64, 65].

Several types of cellular responses to low-dose ionizing radiation, such as adaptive response and bystander effect, are very different from their high-dose counterparts. Accumulated evidence has also shown that the biological effects are not linearly related to the dose. The predominant functional groups responding to low-dose radiation are those involved in cell-cell signaling, signal transduction, development and DNA damage responses. At high doses, the responding genes are involved in apoptosis and cell proliferation [41]. In the present study, our results showed that 5 cGy irradiation induced minor DNA lesions which did not extensively damage the cells. Instead, the injury accelerated signaling transduction in the downstream to stimulate or promote cell repair. On the other hand, a high dose of 2 Gy undermined normal cellular processes irreversibly, despite the initiation of cell cycle arrest and down-regulation of DNA replication. However, application of a small priming dose of 5 cGy benefited the cells when they responded to the damages through cell cycle control, DNA replication blocking, nucleotide metabolism, lysosome and apoptosis, with an enhancement in cell repair and survival. Our microRNA expression profiles also confirmed this observation, in that cell communication and intercellular signaling transduction could be induced for the 5 cGy, or (5 cGy + 2 Gy) irradiation groups, but not for the 2 Gy irradiation group. This result hinted at a distinction between the biological effects triggered by low-dose and high-dose irradiation. The Notch signaling pathway is important in the regulation of cell fate specification, cell proliferation and cell death. Some core enriched genes, including PSEN, NCSTN and APH-1 genes, were up-regulated in the 5 cGy group, which affected the cell fate. In the RAR group, one of the GO terms involving synthetic chemical penetration coupling and uncoupling of heat-mediated respiratory electron transport of ATP, suggested that a low-dose priming radiation might provide some extra time for getting more energy to repair the damages.

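hsa-let-7b-5p, a member of the let-7 family that represses growth-promoting mRNAs, was bright on every array and did not pass the test in the 5 cGy group. Its log2 level was 11.67 ± 0.18 (SD, n = 3) after 5 cGy and 11.83 ± 0.22 (SD, n = 3) in sham, a log2 difference of -0.17 (standard error 0.11, adjusted p = 0.613 from limma). The other arm, hsa-let-7b-3p, lay near the detection floor, with a log2 difference of -0.0046 (adjusted p = 0.964 from limma). After 2 Gy and (5 cGy + 2 Gy) the differences of hsa-let-7b-5p from sham were -0.14 and -0.12 (adjusted p = 0.604 and 0.473 from limma). The target of its probes lies on chromosome 22 of hg19 from 46509574 to 46509592.
Of 11 measured miRNAs of the let-7 family, none was higher or lower after 5 cGy at an adjusted or unadjusted p under 0.05 from limma (none when adjusted over the list alone). hsa-let-7i-5p had a log2 difference of -0.17, hsa-let-7c of -0.14 and hsa-let-7e-5p of -0.12, and the median of the family was -0.097. Its probes had a median GC content of 42.1%, under that of the tested miRNAs. The slope on GC content of the deviations from the miRNA means over the 12 arrays was 0.0099 ± 0.072 (SD, n = 3) after 5 cGy. The family was lower than the other miRNAs by camera with a preset correlation (adjusted p = 0.0269), a call that ended with adjusted p = 0.554 with an estimated correlation. It also ended when the arrays were scaled to the 75th percentile over all human probes (adjusted p = 0.249 by camera) or not normalized (adjusted p = 0.143 by camera), and in the authors' value table (adjusted p = 0.159 by camera). It held with the 75th percentile over the detected probes (adjusted p = 0.0379 by camera). fry gave adjusted p = 0.423. With the GC trend removed, a setting chosen after the data were seen, the median of the family was -0.025 and camera with the preset correlation gave adjusted p = 0.953. Without replicate 1 of 5 cGy, the result hsa-let-7b-5p, 5 cGy against sham, had a log2 difference of -0.27 and passed at an unadjusted p under 0.05.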

From our results (data not shown) on the microRNA confirmed and predicted database enriched in the sub-network “miRNA regulate DNA damage”, we could observe that has-let-7b-5p was also involved in the 5 cGy group, which directly or indirectly regulated abundance of genes including MYC, MDM2, CCND1, CDKN1A, GADD45A, CEBPG and SESN1.

The microarray analyses revealed that many genes responsible for regulating cell cycle and cell proliferation were responsive to alteration of let-7 levels, including cyclin A2, CDC34, Aurora A and B kinases (STK6 and STK12), E2F5, and CDK8 [66]. Subsequent experiments confirmed the direct effects of some of these genes, such as CDC25A and CDK6 [67]. Let-7 also inhibits several components of the DNA replication machinery, transcription factors, even some tumor suppressor genes and checkpoint regulators [66]. Apoptosis is regulated by let-7 as well, through Casp3, Bcl2, Map3k1 and Cdk5 modulation.

Previous studies revealed that miR-222 impaired TRAIL-dependent apoptosis by inhibiting the expression of PTEN and TMIP3 [68, 69]. This microRNA plays a crucial role in the down-regulation of PTEN and TIMP3 in several types of cancers. The tumor suppressor PTEN regulates the PI3K/AKT pathway, which is a major cell survival pathway, and plays a key role in the development of multiple drug resistance [70]. TIMP3 has been reported to activate both caspase-8 and caspase-9 [71]. 

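In the (5 cGy + 2 Gy) group, hsa-miR-222-3p, the abundant arm of miR-222, had a log2 level of 7.35 ± 0.060 (SD, n = 3) against 7.67 ± 0.18 (SD, n = 3) in sham. The log2 difference was -0.32 (standard error 0.12, adjusted p = 0.0788 from limma), lower at an unadjusted p under 0.05 and not after adjustment over all tested miRNAs. hsa-miR-222-5p, the arm given in Table 3, was detected on 3 sham arrays, 2 arrays after 5 cGy, 3 after 2 Gy and 1 after (5 cGy + 2 Gy). Its group means were 3.70, at or close to the floor, and its log2 difference was -0.0017 in each irradiated group, so a fall could not be measured there. miR-221 lies beside miR-222 on chromosome X, and their -3p arms share a seed. hsa-miR-221-5p fell from 5.01 ± 0.10 to 4.71 ± 0.10 (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.091, adjusted p = 0.0437 from limma). hsa-miR-221-3p had a log2 difference of -0.22 (standard error 0.078, adjusted p = 0.0758 from limma).
Of these 4 arms, 3 were lower at an unadjusted p under 0.05, 1 at an adjusted p under 0.05 from limma and 3 when adjusted over the list alone, and none was higher. hsa-miR-222-5p of this list is in Table 3, so its direction had been seen. The median of the 4 arms was -0.26. camera gave adjusted p = 0.175 and fry adjusted p = 0.0279. The probes of these arms had a median GC content of 47.2%. With the GC trend removed, a setting chosen after the data were seen, the median of the 4 arms was -0.069. There 1 arm was lower and 1 higher at an unadjusted p under 0.05, and fry gave adjusted p = 0.621. After 5 cGy and 2 Gy the log2 differences of hsa-miR-222-3p from sham were -0.18 and -0.21 (adjusted p = 0.595 and 0.442 from limma). In the direct comparison of (5 cGy + 2 Gy) with 2 Gy, hsa-miR-222-3p had -0.12 and hsa-miR-221-5p -0.28 (adjusted p = 0.459 from limma for the latter). In hg19 the probe targets lie on chromosome X from 45606497 to 45606509 for hsa-miR-222-3p, from 45606456 to 45606472 for hsa-miR-222-5p, from 45605653 to 45605671 for hsa-miR-221-3p and from 45605610 to 45605630 for hsa-miR-221-5p.
The result hsa-miR-222-3p, 5 cGy + 2 Gy against sham, was no longer called without normalization (-0.18), with scaling to the detected probes (-0.23), with the totals per miRNA of Feature Extraction (-0.21), with the median over all spots (-0.34) or in the authors' value table (-0.22). It was also not called without replicate 1 of sham (-0.22), without replicate 1 of (5 cGy + 2 Gy) (-0.29) or, chosen after the data were seen, with summed probe signals (-0.22). The result hsa-miR-222-5p, 5 cGy + 2 Gy against sham, was -1.25 with a floor of 1, -4.35 in the authors' value table, -4.37 with the totals per miRNA, -0.13 with the mean of the probes and -0.090 with normexp, all past the test at an unadjusted p under 0.05, and 0.18 with the GC trend removed. With summed probe signals, chosen after the data were seen, it was -1.51 (adjusted p = 0.00103 from limma). In that setting hsa-miR-222-5p was also lower after 5 cGy and 2 Gy, with -0.79 and -1.03 (adjusted p = 0.0481 and 0.0123 from limma).

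**Figure D3:**
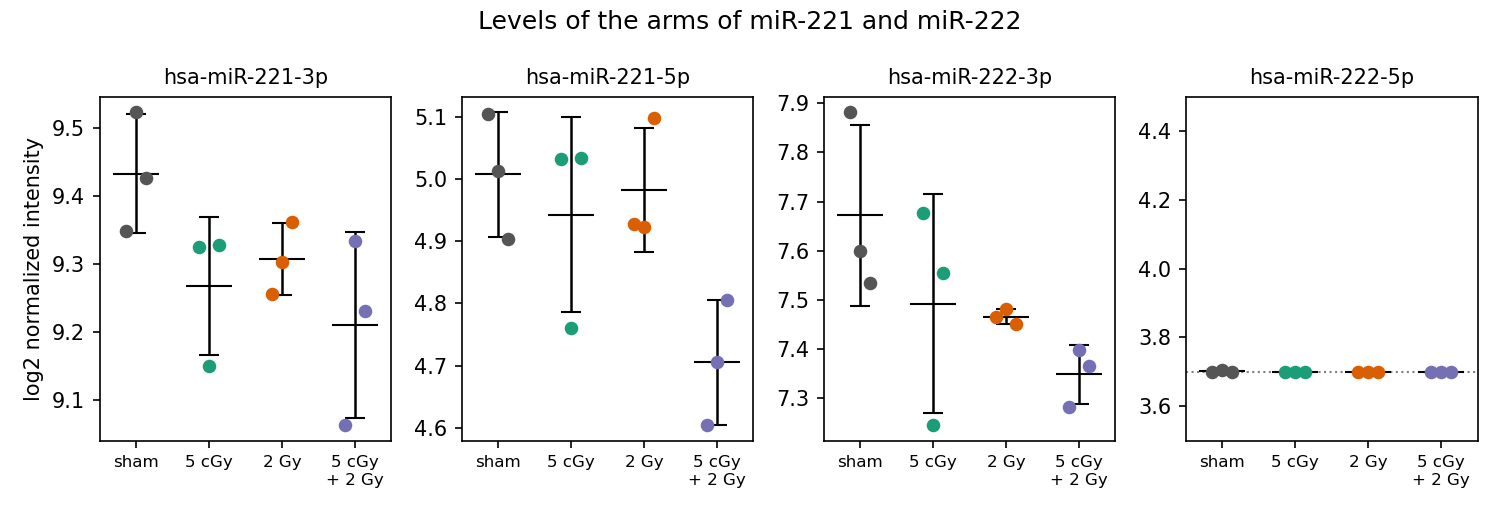
Log2 normalized intensity (vertical axis) of the 4 arms of miR-221 and miR-222 in the 4 groups (horizontal axis). Points are arrays, bars the means and whiskers the SD of 3 arrays, and the dotted line in the panel of hsa-miR-222-5p is the floor of 3.70. The mean of hsa-miR-222-3p was 7.35 after (5 cGy + 2 Gy) and 7.67 in sham.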

In this study, we found that miR-222 was down-regulated in the (5cGy + 2 Gy) group, which might indicate the cellular status of migration and apoptosis.

In this study, we performed mRNA and miRNA microarray profiles to explore further factors which regulated the RAR in normal human fibroblasts. Taken together, our microarray data identified multiple genes that were significantly up-/down-regulated during the radiation treatments. We observed that a low-dose X-ray exposure produced an alert, which triggered and altered cellular responses to defend against subsequent high-dose induced damages, and which accelerated the cellular repair process. Furthermore, microRNA analyses also revealed that cellular communication and intercellular signaling transduction played important roles upon low-dose irradiation. We conclude that RAR benefits from the alarm mechanisms triggered by a low-dose priming radation dose.

## Supporting Information

S1 Fig Transcriptional profiles of irradiated AG 1522 cells. Patterns of changes in the transcript abundance are shown on a heatmap for a robust set of 3665 transcripts using a p value of 0.05 and fold change >1.2. For each sample, the data were normalized to the average of baseline time points. The red color represents relative increase in abundance; the blue color represents relative decrease, while the white color represents no changes. The colorful bars above the map indicate time points and radiation doses.
(TIF) Click here for additional data file.

S2 Fig Enrichment of GSEA for the 5 cGy group. The two phenotypes (positive and negative correlations) for the 5 cGy group obtained from GSEA were input into Enrichment app plugged in Cytoscape to perform enrichment analyses. The red color represents phenotype 1 (positive NES score in GSEA) and the blue color represents phenotype 2 (negative NES score in GSEA). The color of the inside refers to dataset 1 and the color of the outside refers to dataset 2. The size of the node (inner circle) corresponds to the number of genes in the negative-correlation phenotype (dataset 1) within the gene set, while the color of the node (inner circle) corresponds to the significance of the gene set for the negative-correlation phenotype (dataset 1). The edge size corresponds to the number of genes that overlap between the two connected gene sets. A green edge corresponds to both datasets when it is the only color edge. When there are two different edge colors, the green edge corresponds to the negative-correlation phenotype (dataset 1) while the blue edge corresponds to the positive-correlation phenotype (dataset 2).
(TIF) Click here for additional data file.

S3 Fig Enrichment of GSEA for the 2 Gy group. The two phenotypes (positive and negative correlations) for the 2 Gy group obtained from GSEA were input into Enrichment app plugged in Cytoscape to perform enrichment analyses. Keys to the colors and shapes are the same as the description in the caption to S2 Fig.
(TIF) Click here for additional data file.

S4 Fig Enrichment of GSEA for the (5 cGy + 2 Gy) group. The two phenotypes (positive and negative correlations) for the (5 cGy + 2 Gy) group obtained from GSEA were input into Enrichment app plugged in Cytoscape to perform enrichment analyses. Keys to the colors and shapes are the same as the description in the caption to S2 Fig.
(TIF) Click here for additional data file.

S5 Fig Enrichment of GSEA for the RAR group. The two phenotypes (positive and negative correlations) for the RAR group obtained from GSEA were input into Enrichment app plugged in Cytoscape to perform enrichment analyses. Keys to the colors and shapes are the same as the description in the caption to S2 Fig.
(TIF) Click here for additional data file.

S6 Fig Comparison of GO results at 3 h post irradiation for the different irradiation groups. The Gene Ontology analysis was performed by BiNGO plugged-in Cytoscape. The Biological Processes (BP), Molecular Function (MF) and Cellular Components (CC) terms were involved. To include only significant results, the FDR threshold was set to 0.05. The top 50 terms were selected, and represented as bar charts with the gene number involved in these GO terms. The adjusted p values are represented by the—log10 (adj-P value) values shown as yellow dots.
(TIF) Click here for additional data file.

S7 Fig Comparison of GO results at 6 h post irradiation for the different irradiation groups. The Gene Ontology analysis was performed by BiNGO plugged-in Cytoscape. The Biological Processes (BP), Molecular Function (MF) and Cellular Components (CC) terms were involved. To include only significant results, the FDR threshold was set to 0.05. The top 50 terms were selected, and represented as bar charts with gene number involved in these GO terms. The adjusted p values are represented by the—log10 (adj-P value) values shown as yellow dots.
(TIF) Click here for additional data file.

S8 Fig Comparison of GO results at 12 h post irradiation for the different irradiation groups. The Gene Ontology analysis was performed by BiNGO plugged-in Cytoscape. The Biological Processes (BP), Molecular Function (MF) and Cellular Components (CC) terms were involved. To include only significant results, the FDR threshold was set to 0.05. The top 50 terms were selected, and represented as bar charts with gene number involved in these GO terms. The adjusted p values are represented by the—log10 (adj-P value) values shown as yellow dots.
(TIF) Click here for additional data file.

S9 Fig Comparison of GO results at 24 h post irradiation for the different irradiation groups. The Gene Ontology analysis was performed by BiNGO plugged-in Cytoscape. The Biological Processes (BP), Molecular Function (MF) and Cellular Components (CC) terms were involved. To include only significant results, the FDR threshold was set to 0.05. The top 50 terms were selected, and represented as bar charts with gene number involved in these GO terms. The adjusted p values are represented by the—log10 (adj-P value) values shown as yellow dots.
(TIF) Click here for additional data file.

S10 Fig Western blotting analysis and validation of several key proteins from microarray results. 12, 24 and 48 h after various X-ray radiations exposure, cell lysates were collected, gel electrophoresed, and the p21WAF1, phospho-p38 MAPK, phospho-p65 NF-κB and beta-tublin were measured.
(TIF) Click here for additional data file.

S11 Fig Predicted mRNA from the pathway enrichment results for the 5 cGy group. The mRNAs predicted using three microRNA databases were input into ClueGO plugged in Cytoscape for enrichment analysis of pathways. The KEGG, Reactome, Wikipathway databases were selected for this analysis. The two-sided hypergeometric test was used in the statistical inference, and the Benjamini-Hochberg method was applied in p value correlation. The adjusted p-value threshold was set to 0.05.
(TIF) Click here for additional data file.

S12 Fig Predicted mRNA from the pathway enrichment results for the 2 Gy group. The mRNAs predicted using three microRNA databases were input into ClueGO plugged in Cytoscape for enrichment analysis of pathways. The KEGG, Reactome, Wikipathway database were selected for this analysis. The two-sided hypergeometric test was used in the statistical inference, and the Benjamini-Hochberg method was applied in p value correlation. The adjusted p-value threshold was set to 0.05.
(TIF) Click here for additional data file.

S13 Fig Predicted mRNA from the pathway enrichment results for the (5 cGy + 2 Gy) group. The mRNAs predicted using three microRNA databases were input into ClueGO plugged in Cytoscape for enrichment analyses of pathways. The KEGG, Reactome, Wikipathway database were selected for this analysis. The two-sided hypergeometric test was used in the statistical inference, and the Benjamini-Hochberg method was applied in p value correlation. The adjusted p-value threshold was set to 0.05.
(TIF) Click here for additional data file.

S1 Table mRNA qPCR Validation Primer Sets. (XLSX) Click here for additional data file.

S2 Table microRNA qPCR Validation Primer. (XLSX) Click here for additional data file.

S3 Table Verification of Gene Expression Changes in AG1522 12 h and 24 h after Irradiation. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

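MiRNAs were measured in AG01522 normal human fibroblasts on 12 one-colour Agilent miRNA arrays, 3 for each of sham, 5 cGy, 2 Gy and (5 cGy + 2 Gy). The mRNA arrays, micronucleus counts, Western blots and RT-PCR of the paper were not analysed here. The authors labelled 100 ng of RNA with Cy3, scanned the arrays and extracted them with Feature Extraction 10.7.1.1, so that the deposited scanner files hold spot intensities on a linear scale with the background subtracted and with flags for detection, saturation and outlying spots. These intensities are not normalized between arrays. The deposited value table holds log2 values of the same arrays, which the authors normalized by quantiles. It has 2027 values per array, 2006 of them for human miRNAs. In every column each undetected miRNA has the lowest value of the column, near 0.1 on the linear scale. The methods give the median of the normalized values of the probes as the summary for each miRNA. How the lowest value was set, and which signal of the scanner files was normalized, is not given in the sources used here. The medians of the table's columns equal these lowest values and were -3.21, -3.26 and -3.32 for sham, -3.31, -3.32 and -3.26 for 5 cGy, -3.29, -3.32 and -3.31 for 2 Gy, and -3.30, -3.32 and -3.26 for (5 cGy + 2 Gy). The probe positions of the scanner files are on hg19.

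The processed intensities of the 60180 spots of human miRNAs were used after leaving out spots with outlier flags. They were normalized by quantiles on the linear scale, the floor of 13.0 was set for each spot and log2 was taken. The log2 values of the spots of a probe were then averaged, and the median of the 2 to 4 probes of a miRNA was used. A miRNA was tested where it was detected by Feature Extraction on all 3 arrays of at least 1 group, which left 444. One limma model with a mean per group was fitted to all 12 arrays (lmFit and eBayes, two-sided). Each irradiated group was compared with sham, and (5 cGy + 2 Gy) with 2 Gy and with 5 cGy, 2 Gy with 5 cGy, and the effect of the priming dose with and without the challenge dose. The threshold was an unadjusted p under 0.05 as in the methods, with Benjamini-Hochberg adjusted p beside it. R 4.3.3, limma 3.58.1, data.table 1.17.8, jsonlite 2.0.0 and splines 4.3.3 were used. A miRNA detected on no array of a group has only a bound there, and a fold of at least N compares the mean of the brighter group with the mean, over the arrays of the dimmer group, of the higher of the lowest signal well above background and the miRNA's own. The arrays limit the precision by their number and by the floor, under which no change can be measured.

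The miRNAs named were taken by a rule written before the data were examined. It names every miRNA of Table 3, let-7b-5p and every arm of miR-221 and miR-222. For each comparison with sham and for (5 cGy + 2 Gy) against 2 Gy it names the 10 largest rises and the 10 largest falls among those called, detected on all 3 arrays of at least 1 group and without overlap between the arrays of the groups. It also names the 4 members of each list with the smallest p. hsa-miR-1915-3p and hsa-miR-100-5p among the overlapping calls were chosen after their values were seen. The lists were also written before the data were examined, by the names of the miRNAs. They are p53-responsive miRNAs, the let-7 family, miR-17-92 and its paralogous clusters, miR-221 and miR-222, the 14q32 cluster, miRNAs of extracellular matrix and fibroblast activation, of NF-kB and inflammation, mirtrons, markers of epithelium, blood cells, muscle, nerve, liver and embryonic stem cells, miRNAs with late numbers, and non-human probes. Members of some lists had been seen, since Table 3 holds 1 arm of let-7, 1 of miR-221 and miR-222, 1 of 14q32, 2 mirtrons and 2 late numbers, and Fig 8 names others. The 10 lists with measured members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists of a comparison.

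Single values per array were compared by two-sided exact permutation tests. Slide was known for every array and scan day was the same for all, so slide was tried as a block and within slides. The replicate numbers of the titles were checked for pairing by the correlation of the deviations of same-numbered arrays from their group means. For (5 cGy + 2 Gy) against sham all 3 pairs correlated with r from 0.116 to 0.289, and each array correlated best with its own number. The labels give no shared culture or day behind these numbers. The scaling, background correction, signal column, floor, filter, summary of the probes, outlier flags, variance model, array weights, arrays in the fit, blocks, threshold and each array were varied in turn. Settings added after the data were seen were the summed probe signals, the value table with all miRNAs detected on at least 1 array, the removal of each array's trend on probe GC content (a spline with 3 degrees of freedom) with and without the replicate block, slide 1 alone, and leaving out arrays for the lists. The totals per miRNA given by Feature Extraction were not used beyond an alternative, since for 56 of the 405 miRNAs detected on the first sham array they differed by more than 2-fold from the sum of the probes.

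The model was tested on simulated data for (5 cGy + 2 Gy) against sham. In 20 simulations over 444 miRNAs with 40 changed by each size, limma called 20.8% of changes of 0.25 on the log2 scale, 56.1% of changes of 0.5 and 93.9% of changes of 1 at an adjusted p under 0.05, and 42.9%, 79.2% and 97.5% at an unadjusted p under 0.05. Of the unchanged miRNAs, 2.15% were called with adjustment and 7.60% without. A shift of -0.3 given to the 12 members of miR-17-92 was found by camera and by fry in 20 of 20 simulations and by camera with an estimated correlation in 9 of 20. The simulated miRNAs were drawn independently, while the measured members of miR-17-92 had an estimated correlation of 0.514. The simulations therefore cannot tell how reliable a call by camera with the preset correlation is for correlated members.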

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

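The tests of the trend on GC content were chosen after the slopes had been seen. The tests of the 14q32 and miR-17-92 miRNAs and the counts of other splits of the arrays were written before their results were seen, and the removal of the GC trend itself was chosen after the data were seen.

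Between (5 cGy + 2 Gy) and 2 Gy, a comparison that the paper does not report for miRNAs, 35 miRNAs were called at an unadjusted p under 0.05, 3 higher and 32 lower, and none at an adjusted p under 0.05 from limma. With the trend on GC content removed 30 were called, 18 higher and 12 lower, of which 12 were among the 35, so the lower direction depends on GC content, with which the changes had a Spearman correlation of 0.65 across miRNAs. The count was 53 without replicate 2 of 5 cGy, 15 without replicate 1 of 2 Gy, and 21 and 18 without replicates 1 and 3 of (5 cGy + 2 Gy). The 3 arrays of each group can be split in 10 ways, too few for a share under 0.05. The highest count of the other splits was 19, so 1 split in 10 reached the real count, and all 10 gave 0 after adjustment.

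After (5 cGy + 2 Gy), 8 miR-17-92 miRNAs were lower than in sham and none higher at an unadjusted p under 0.05. Of 14q32, 19 miRNAs were lower and 3 higher, and the paper discusses neither group. The slide does not account for either, since within the slides the median changes nearest to 0 were -0.32 for miR-17-92 and -0.14 for 14q32. Removing each array's trend on GC content left a median of -0.23 for miR-17-92, with 7 members lower and 2 higher at an unadjusted p under 0.05. This median and fry (adjusted p = 0.00440 in limma) argue against GC content as the whole cause. However, camera with an estimated correlation did not pass there (adjusted p = 0.646). For 14q32 the median was -0.048, with 13 lower and 8 higher (fry adjusted p = 0.179 in limma), so for 14q32 a signal that depends on GC content may be the cause. Irradiation, or the hours between the sham cells and the later harvest, stays open for miR-17-92 as a hypothesis, and the design gives no test that parts them. The number of list calls over the 4 comparisons, 17, was reached by 12 of 100 regroupings of the arrays, with 22 as the highest of the others, so chance is not excluded for that number.

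MiRNAs with GC-rich probes were higher and those with AU-rich probes lower in the irradiated groups than in sham, with Spearman correlations across miRNAs, which are not independent replicates, of 0.52, 0.30 and 0.55 after 5 cGy, 2 Gy and (5 cGy + 2 Gy), and 0.65 between (5 cGy + 2 Gy) and 2 Gy. The slide is argued against, since the difference in slope between (5 cGy + 2 Gy) and sham was 0.101 and 0.149 log2 per 10 percentage points within the slides. A signal that depends on GC content and varies from array to array stays open, since slopes within the 5 cGy group spanned 0.139, more than the difference of 0.117 between (5 cGy + 2 Gy) and sham. Irradiation, or the hours before harvest, also stays open, since the mean slope of the 9 irradiated arrays, 0.021, lay above that of the 3 sham arrays, -0.064, though that of replicate 1 of 5 cGy, -0.069, did not (two-sided exact permutation test, p = 0.0227, adjusted p = 0.0909 over 4 comparisons). With the trend removed, 16, 25 and 91 miRNAs passed at an adjusted p under 0.05 in the 3 comparisons, sharing 9, 15 and 60 with those called without the removal.

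For the other comparisons of 3 arrays with 3 there are likewise 10 splits, too few for a share under 0.05. After 5 cGy the real split gave 58 calls and the highest of the others 114, with 4 of 10 at least as high, which points to a structure of these arrays, as replicate 1 of 5 cGy clustered with sham. Without this array the count was 128, and without replicate 3 of 5 cGy it was 34. After 2 Gy the real split gave 79 and the highest of the others 18, and after (5 cGy + 2 Gy) 169 and 10, so that 1 of 10 splits reached each. At an adjusted p under 0.05 the real splits gave 9, 15 and 96 and the highest of the others 1, 0 and 1. For (5 cGy + 2 Gy), the 3 other splits that part 3 same-numbered pairs gave 2 to 8 calls and the 6 that part 1 pair gave 3 to 10. Same-numbered arrays correlated there with r from 0.116 to 0.289, which does not establish a pairing. Between 2 Gy and 5 cGy the real split gave 10 calls and the highest of the others 80, with 8 of 10 at least as high, which again points to a structure of the samples without telling its cause, and without replicate 1 of 5 cGy the count was 54. Between (5 cGy + 2 Gy) and 5 cGy it gave 50 and the others up to 53, with 3 of 10 at least as high. Over 100 regroupings of the 12 arrays, the 48 miRNAs called in all 3 comparisons were reached by the real grouping alone, with 47 as the highest of the others, a margin of 1 miRNA. Those regroupings ignore the replicate numbers. Over 100 regroupings within the numbers of the titles the real grouping again stood alone, with 45 as the highest of the others and 20 as the highest of those that mixed the sham arrays with others. Of the other regroupings within the numbers, 2 kept the 3 sham arrays together, so the rank of the real count rests on few draws and a narrow margin. Chance is therefore not excluded for the count. Within the numbers, counts above 20 came only with the sham arrays kept together, so the count mostly reflects sham against the irradiated arrays. The size of the count also moved, as it was 30 without replicate 3 of 5 cGy. For the 7 passing tests of Table 3 miRNAs the highest of the others was 4, which decides nothing, since the paper chose these miRNAs on the real grouping of the same arrays.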

How the results depend on the processing

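The summed probe signals, the value table with miRNAs detected on at least 1 array, the removal of the GC trend, slide 1 alone and leaving out arrays for the lists were chosen after the data were seen, and all other settings before. Quantiles averaged on the log2 scale, miRNAs detected on at least 1 array, the mean of the probes, keeping spots with outlier flags and slide as a block left every count within 1.5 times of its value. For the counts below that moved by more, the cause was not tested, except that fewer arrays or another filter change by construction what is compared. The model without 1 array keeps 2 arrays in that group and pools the spread over the groups. The block by scan date was not run, since all arrays were scanned on 1 day. Of 8397 tests of named miRNAs under 38 settings, 7635 kept their side of the threshold, 503 lost their call, 230 gained one and 29 reversed. A change of sign was counted as reversed only where the test passed in the main or the changed setting. The 7635 therefore include changes of sign where neither passed. Signal over background limits the dim miRNAs, of which those in Table 3 passed in 7 of 24 tests with the floor of 13.0 and in 15 with a floor of 1. The difference in detected miRNAs kept its direction, at 15.3 with miRNAs that had most spots above background.

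Calls at an unadjusted p under 0.05 by limma moved as follows. For 5 cGy against sham they were 19 without normalization, 104 with array weights, 38 with the 6 arrays compared alone and 23 on slide 1. For 2 Gy they were 120 with array weights and 30 on slide 1. For (5 cGy + 2 Gy) they were 68 without normalization and 94 on slide 1. Between (5 cGy + 2 Gy) and 2 Gy they were 85 with the 75th percentile over all human probes, 10 without normalization, 76 with array weights, 79 with 6 arrays and 14 with a change of at least 1.2-fold. Between 2 Gy and 5 cGy they were 17 with the 75th percentile over the detected probes, 5 with that over all human probes, 32 with array weights, 6 with 6 arrays, 3 with at least 1.2-fold, 25 with the GC trend removed and 6 on slide 1. Between (5 cGy + 2 Gy) and 5 cGy they were 10 without normalization, 76 with array weights and 33 with at least 1.2-fold. The miRNAs called in all 3 comparisons were 17 without normalization, 16 on slide 1 and 8 at an adjusted p.

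Calls at an adjusted p under 0.05 by limma after 5 cGy and 2 Gy were 4 and 3 with the 75th percentile over the detected probes, 3 and 0 with that over all human probes, 0 and 0 without normalization, 0 and 5 with the totals per miRNA, 18 and 31 with a floor of 1, 0 and 0 without a filter, 38 and 63 with array weights, 14 and 33 with summed probe signals, 1 and 9 in the value table with miRNAs detected on at least 1 array, 16 and 25 with the GC trend removed, and 0 and 0 on slide 1. For 5 cGy they also moved to 15 with normexp, 15 with miRNAs detected on all 12 arrays, 16 with a trended and robust variance and 0 with 6 arrays. For (5 cGy + 2 Gy) they were 61 with the 75th percentile over all human probes, 0 without normalization, 54 with the totals per miRNA, 21 without a filter, 50 with the median over all spots, 171 with array weights and 3 on slide 1. Between (5 cGy + 2 Gy) and 2 Gy they were 9 with array weights and 2 with 6 arrays. The counts of 0 without normalization stand beside 19, 58 and 68 calls at an unadjusted p. Of the 24 tests of Table 3 miRNAs, 4 passed without normalization, 12 with the totals per miRNA, 13 with normexp, 15 with a floor of 1, 1 with the median over all spots, 15 in the value table with either filter, 2 with at least 1.2-fold, 15 with summed probe signals and 2 on slide 1. Of the list tests, of which 17 passed by camera, 11 passed with the 75th percentile over all human probes, 2 with the GC trend removed and 0 with an estimated correlation.

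With the replicate number of the titles as a block, the calls were 64 between (5 cGy + 2 Gy) and 2 Gy, 22 between 2 Gy and 5 cGy and 79 between (5 cGy + 2 Gy) and 5 cGy, and at an adjusted p 34 after 5 cGy and 49 after 2 Gy. For (5 cGy + 2 Gy) against sham, where each array correlated best with its own number, the block gave 200 calls and 125 at an adjusted p, both within 1.5 times. In the other comparisons 1 pair each had a correlation at or below 0.1, with r from 0.0596 to 0.590 for 5 cGy and from 0.0874 to 0.427 for 2 Gy against sham, from 0.0654 to 0.691 for (5 cGy + 2 Gy) against 2 Gy, from 0.0594 to 0.564 for 2 Gy against 5 cGy and from -0.0058 to 0.535 for (5 cGy + 2 Gy) against 5 cGy, and not every array correlated best with its own number. With the numbers of the descriptions as a block the calls were 23 between 2 Gy and 5 cGy and 78 between (5 cGy + 2 Gy) and 5 cGy, at an adjusted p 32 after 5 cGy and 36 after 2 Gy, and 10 list tests passed. With the GC trend removed and the block of the titles they were 42 between 2 Gy and 5 cGy and 85 between (5 cGy + 2 Gy) and 5 cGy, at an adjusted p 27 after 5 cGy and 38 after 2 Gy, and 1 list test passed.

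Leaving out 1 array in turn gave 34 to 128 calls after 5 cGy, 54 to 101 after 2 Gy, 120 to 198 after (5 cGy + 2 Gy), 15 to 53 between (5 cGy + 2 Gy) and 2 Gy, 4 to 54 between 2 Gy and 5 cGy and 30 to 92 between (5 cGy + 2 Gy) and 5 cGy. At an adjusted p the ranges were 1 to 40, 0 to 24 and 28 to 132 against sham and 0 to 4 between (5 cGy + 2 Gy) and 2 Gy. The overlap of all 3 comparisons was 30 to 67, the Table 3 tests 5 to 8, the list tests 12 to 19 and the difference in detected miRNAs 8.78 to 35.8. No miRNA called in the 3 comparisons with sham or between (5 cGy + 2 Gy) and 2 Gy changed sign. The counts moved by over 1.5 times without these arrays. Without sham 1 the adjusted counts after 5 cGy, 2 Gy and (5 cGy + 2 Gy) were 4, 0 and 34, without sham 2 they were 5, 3 and 53, and without sham 3 those after 5 cGy and (5 cGy + 2 Gy) were 5 and 55. Without replicate 1 of 5 cGy there were 128 calls after 5 cGy and 40 adjusted, 54 between 2 Gy and 5 cGy, and 4 adjusted between (5 cGy + 2 Gy) and 2 Gy. Without replicate 2 of 5 cGy there were 53 between (5 cGy + 2 Gy) and 2 Gy, 22 between 2 Gy and 5 cGy, 92 between (5 cGy + 2 Gy) and 5 cGy and 24 adjusted after 2 Gy. Without replicate 3 of 5 cGy there were 34 calls after 5 cGy and 1 adjusted, 1 adjusted between (5 cGy + 2 Gy) and 2 Gy and 30 in all 3 comparisons. Without replicate 1 of 2 Gy there were 15 between (5 cGy + 2 Gy) and 2 Gy and 24 adjusted after 2 Gy, without replicate 2 of 2 Gy 0 adjusted after 2 Gy, and without replicate 3 of 2 Gy 4 adjusted after 2 Gy and 4 between 2 Gy and 5 cGy. Without replicate 1 of (5 cGy + 2 Gy) there were 21 between (5 cGy + 2 Gy) and 2 Gy and 58 adjusted against sham, without replicate 2 37 adjusted against sham, and without replicate 3 18 between (5 cGy + 2 Gy) and 2 Gy, 30 between (5 cGy + 2 Gy) and 5 cGy and 28 adjusted against sham.

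Of the named miRNAs that reversed, hsa-let-7i-5p, 2 Gy against sham, was 0.030 with the 75th percentile over the detected probes, 0.081 with that over all human probes, 0.24 without normalization, 0.040 with the totals per miRNA and 0.011 in the value table with either filter. Without normalization hsa-miR-17-5p, 2 Gy against sham, was 0.016, hsa-miR-20b-5p, 2 Gy against sham, 0.0045 and hsa-miR-93-5p, 2 Gy against sham, 0.039. hsa-let-7b-3p, 5 cGy against sham, was 10.30 with the totals per miRNA. hsa-miR-222-5p, 5 cGy + 2 Gy against 2 Gy, was -4.26 with these totals, -0.61 with a floor of 1 and -0.47 with summed probe signals. With the median over all spots hsa-let-7f-5p, 5 cGy + 2 Gy against 2 Gy, was 0.18 and hsa-miR-762, 5 cGy + 2 Gy against 2 Gy, was -0.20. With the GC trend removed, with or without the replicate block, hsa-let-7f-5p, 5 cGy + 2 Gy against 2 Gy, was 0.022, hsa-let-7g-5p, 5 cGy + 2 Gy against sham, 0.012, hsa-miR-1185-5p, 5 cGy + 2 Gy against sham, 0.20, hsa-miR-1234-5p, 5 cGy + 2 Gy against sham, -0.015, hsa-miR-132-5p, 5 cGy + 2 Gy against sham, 0.19, hsa-miR-222-5p, 5 cGy + 2 Gy against sham, 0.18 and hsa-miR-34c-5p, 5 cGy + 2 Gy against sham, 0.12. The cause was not tested.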

Differences from the paper's values

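The paper's counts of miRNAs at a limma p under 0.05 are 32, 39 and 70 for 5 cGy, 2 Gy and (5 cGy + 2 Gy), and the counts found here at that threshold were 58, 79 and 169. The methods state no threshold of fold for miRNAs. Among the settings fixed before the data were examined, the count for 5 cGy no longer differed in 6 of 33. It was 48 with the 75th percentile over the detected probes, 38 with the 6 arrays compared alone, 39 without sham replicate 1, 46 without sham replicate 2, 34 without 5 cGy replicate 3 and 44 with a change of at least 1.2-fold. That for 2 Gy no longer differed in 4 of 33, with 58 without normalization, 55 without sham replicate 1, 56 without 2 Gy replicate 2 and 54 without 2 Gy replicate 3. That for (5 cGy + 2 Gy) no longer differed in 1 of 33, with 68 without normalization. In the other settings the counts still differed. With slide 1 alone, chosen after the values were seen, the counts were 23, 30 and 94, within 1.5 times of the paper's, and of the 18 values that Table 3 gives this setting leaves 16 without a call in the paper's direction, against 13 with all arrays.

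The paper's overlap of the 3 lists is about 19 in Fig 8, read by eye, and that found here was 48. It was 17 without normalization and still differed in the other 33 of 34 settings. With slide 1 alone, chosen after the values were seen and leaving 16 of the 18 Table 3 values without a call, it was 16.

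All 18 log2 fold changes that Table 3 gives differed from those found here, 14 of them with the same sign. The sham means of these 8 miRNAs were 3.70 to 3.72, at or near the floor of 3.70, which shrinks rises and leaves falls unmeasured, so the differences found here are drawn towards 0 and are not full folds. A value no longer differs below where it has the paper's sign and lies within 1 SD of the paper's value, with the larger SD of the 2 groups, and, where an array is at the lowest value of its column and widens that SD, also within 1.5 times of it. This does not make the values match. In the value table none of the 18 was within 0.01 of the paper's, and the SD of miR-4535 there was 3.26. For miR-492 the paper's values are 4.076, 4.167 and 4.132 after 5 cGy, 2 Gy and (5 cGy + 2 Gy), and those found here were 0.24, 0.26 and 0.43. They no longer differed in the authors' value table, with 4.05, 4.08 and 4.48, or with the totals per miRNA of Feature Extraction, with 3.47, 3.56 and 3.52. For miR-4535 the paper's values are 2.097, 1.717 and 1.928 and those found here were 0.084, 0.15 and 0.27. They no longer differed with the totals, with 1.73, 1.32 and 1.56, or, after 2 Gy and (5 cGy + 2 Gy), with a floor of 1, which gave 1.20 and 1.48. In the value table they were 3.06, 4.12 and 4.44, of which that after 5 cGy no longer differed and the others still did. For miR-1236-5p after 5 cGy the paper's value is 3.841 and that found here 0.055, which no longer differed with the totals, with 3.27, and still differed in the value table, with 5.19. For miR-222-5p after (5 cGy + 2 Gy) the paper's value is -5.431 and that found here -0.0017, which no longer differed in the value table, with -4.35, or with the totals, with -4.37.

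For miR-3659 the paper's values are 0.039, 1.615 and 4.421 and those found here 0, 0.0026 and 0.012. After 5 cGy the value no longer differed with normexp, with 0.025, or a floor of 1, with 0.39. After 2 Gy it no longer differed with a floor of 1, with 0.93, and still did in the value table, with 3.61, and after (5 cGy + 2 Gy) it no longer differed with the totals, with 3.05, or in the value table, with 4.07. For miR-877-5p the paper's values are 1.782, 2.715 and 5.541 and those found here 0, 0.0030 and 0.0067. After 5 cGy the value no longer differed with the totals, with 1.22, and after 2 Gy in the value table, with 2.79, though not with the totals, with 1.61, while after (5 cGy + 2 Gy) it differed in all 31 settings. For miR-1185-5p the paper's values are -0.146, -1.381 and -2.821 and those found here 0.014, -0.0034 and -0.0070. After (5 cGy + 2 Gy) the value no longer differed with the totals, with -1.90, or in the value table, with -2.57, and after 5 cGy and 2 Gy it differed in all 31 settings. For let-7b-3p after 5 cGy the paper's value is 1.655 and that found here -0.0046, which differed in all 31 settings, with 0.63 in the value table. In all other settings fixed before the data were examined these values differed. In the value table 8 of the 18 values no longer differed, 10 did, and 15 had the same sign.

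Fig 8 shows more raised than lowered miRNAs in all 3 groups. Those found here were 44 higher and 14 lower after 5 cGy, 49 and 30 after 2 Gy, and 73 and 96 after (5 cGy + 2 Gy). After 2 Gy more were higher in every setting. After 5 cGy more were lower without replicate 1 of that group, with 63 higher and 65 lower, and without its replicate 2, with 33 and 35. For (5 cGy + 2 Gy) more were higher without normalization, with 56 and 12, and with the 75th percentile over the detected probes, with 79 and 75, and they were equal, 60 and 60, without sham replicate 1. Among the settings chosen after the values were seen, more were higher with slide 1 alone, with 58 and 36, which leaves 16 of the 18 Table 3 values without a call, and with the GC trend removed, with 93 and 81, or 100 and 93 with the replicate block, which leave 14 without one. At an adjusted p under 0.05 from limma they were 48 and 48. The discussion reports miR-222 as lowered after (5 cGy + 2 Gy). Of its arms, hsa-miR-222-3p had a log2 difference of -0.32 (adjusted p = 0.0788 from limma). hsa-miR-222-5p of Table 3 lay at or near the floor, under which no fall can be measured, and did not pass. The paper's qPCR of that arm in Table 3 lies under 1 in all 3 groups. The miR-222-5p result, hsa-miR-222-5p, 5 cGy + 2 Gy against sham, passed at an unadjusted p under 0.05 in the value table, with the totals, with a floor of 1, with normexp (-0.090), with the mean of the probes (-0.13) and, chosen after the values were seen, with summed probe signals (-1.51).

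Of the 18 values that Table 3 gives as significant, 5 were called here in the paper's direction at an unadjusted p under 0.05, those of miR-492 in 3 groups, miR-1236-5p after 5 cGy and miR-4535 after (5 cGy + 2 Gy). The number was 12 with the totals, 12 with a floor of 1, 11 with normexp, 11 in the value table, 6 without 2 Gy replicate 1, which adds miR-4535 after 2 Gy, and, with summed probe signals, chosen after the values were seen and leaving 7 of the 18 without a call, 11. The value table with miRNAs detected on at least 1 array, chosen after the values were seen and leaving 7 without a call, also gave 11. Other settings lowered the number, to 3 without normalization, 2 with a change of at least 1.2-fold and 1 with the median over all spots. It was 0 with miRNAs detected on all 12 arrays, a filter that none of these miRNAs passes. The call of miR-1236-5p after 5 cGy held in 14 of the 38 settings. Of the values not called here, let-7b-3p after 5 cGy and miR-1185-5p after (5 cGy + 2 Gy) were called with the totals, and miR-4535 after 5 cGy with the totals or a floor of 1. The values of miR-3659, miR-4535 and miR-877-5p after 2 Gy were called with a floor of 1, normexp, the value table or summed probe signals, and that of miR-4535 also with the totals. Those of miR-3659 and miR-877-5p after (5 cGy + 2 Gy) were called with the same settings and the totals, and that of miR-3659 also with the GC trend removed, with or without the replicate block, chosen after the values were seen and leaving 14 of 18 without a call. The values of miR-1185-5p after 5 cGy and 2 Gy, and those of miR-3659 and miR-877-5p after 5 cGy, were called in the paper's direction in none of the 38 settings.

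The discussion names let-7b-5p in the 5 cGy group, where it had a log2 difference of -0.17 (adjusted p = 0.613 from limma). Without 5 cGy replicate 1, hsa-let-7b-5p, 5 cGy against sham, was -0.27 and passed at an unadjusted p under 0.05.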

Other observations

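The test of the authors' value table was written before its result was seen, and the comparison of list results with the trend on GC content removed was chosen after the data were seen. After (5 cGy + 2 Gy), hsa-let-7i-5p fell by 0.32 on the log2 scale (standard error 0.084, adjusted p = 0.0281 from limma), the 1 of 11 measured let-7 miRNAs that was lower at an adjusted p under 0.05, with none higher (1 lower when adjusted over the list alone). The result hsa-let-7i-5p, 5 cGy + 2 Gy against sham, was no longer called with the 75th percentile over the detected probes (-0.084) or over all human probes (-0.23), without normalization (-0.028), with the totals per miRNA (-0.048), in the authors' value table (-0.088), with summed probe signals (-0.096) or on slide 1 (-0.30). The let-7 family as a whole did not pass (camera adjusted p = 0.133). hsa-miR-155-5p, a miRNA of the inflammatory response, fell by 0.35 (standard error 0.10, adjusted p = 0.0402 from limma), the 1 of 4 measured miRNAs of NF-kB and inflammation that passed (1 when adjusted over the list alone, camera adjusted p = 0.378). The result hsa-miR-155-5p, 5 cGy + 2 Gy against sham, was no longer called without normalization (-0.25), with the median over all spots (-0.58) or with the GC trend removed (-0.17). Of 12 measured miRNAs of extracellular matrix and fibroblast activation, none passed at an adjusted p under 0.05 (none when adjusted over the list alone) and 2 were lower at an unadjusted p under 0.05. These were members of the miR-29 family, which represses collagen mRNAs, hsa-miR-29b-3p with -0.79 (adjusted p = 0.0978 from limma) and hsa-miR-29c-3p with -0.39 (adjusted p = 0.0826 from limma). The list had a median of -0.15 and moved down on balance by fry (adjusted p = 0.0281) but did not pass against the other miRNAs by camera (adjusted p = 0.252), and relative to the median of all tested miRNAs it turned to 0.0057 in the authors' value table and to 0.031 with summed probe signals. hsa-miR-21-5p, among the brightest miRNAs, was at 14.54 ± 0.10 (SD, n = 3) against 14.54 ± 0.081 (SD, n = 3) in sham. The probes of the let-7, matrix and NF-kB lists had a median GC content of 42.1%, 40.5% and 46.0%.

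After (5 cGy + 2 Gy) the lists of embryonic stem cells, mirtrons and late numbers, which have GC-rich probes, had more higher than lower members. hsa-miR-371a-5p rose from 5.80 ± 0.10 to 6.37 ± 0.12 (SD, n = 3 each), and 1 of 3 measured markers of embryonic stem cells passed at an adjusted p under 0.05 from limma (1 when adjusted over the list alone, camera adjusted p = 0.0522, fry adjusted p = 0.0248, median GC content 69.2%). Of 14 mirtrons, 2 were higher at an adjusted p under 0.05 (none when adjusted over the list alone), hsa-miR-1229-5p by 0.70 and hsa-miR-1234-5p by 0.53, the latter of which was -0.015 with the GC trend removed (hsa-miR-1234-5p, 5 cGy + 2 Gy against sham). camera gave adjusted p = 0.0178 for the mirtrons, which had a median GC content of 74.8% and a median log2 change of 0.037, and adjusted p = 0.413 with an estimated correlation. Of 150 measured miRNAs with late numbers, 32 were higher and 11 lower (37 and 15 when adjusted over the list alone), with camera adjusted p = 3.07e-05 and adjusted p = 0.413 with an estimated correlation. Their median was 0.011, and -0.00078 with the 75th percentile over all human probes, where the median of all tested miRNAs was -0.095. None of the 12 epithelial, 8 muscle, 9 neural and 2 liver arms on the array was detected on all arrays of a group, and of 11 arms of blood cell markers hsa-miR-150-3p was the 1 that was. The list of non-human probes was empty on this array.

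Between (5 cGy + 2 Gy) and 2 Gy, 6 of 12 miR-17-92 miRNAs were lower at an unadjusted p under 0.05, none at an adjusted p (2 when adjusted over the list alone), with camera adjusted p = 0.000110 and adjusted p = 0.339 with an estimated correlation. With the GC trend removed 4 were lower, with a median of -0.073 against -0.17 and camera adjusted p = 0.00490. For 14q32, 9 of 48 were lower, none at an adjusted p (2 when adjusted over the list alone), with camera adjusted p = 7.81e-05 and adjusted p = 0.419 with an estimated correlation. With the GC trend removed 4 were lower and 3 higher, with a median of -0.035 against -0.11 and camera adjusted p = 0.176. Of the 10 lists, camera with a preset correlation called 5 after 5 cGy, 3 after 2 Gy, 4 after (5 cGy + 2 Gy) and 5 between (5 cGy + 2 Gy) and 2 Gy, camera with an estimated correlation none in any, and fry 1, 0, 5 and 0. After 2 Gy the median of miR-17-92 was -0.16 with 4 lower at an unadjusted p under 0.05 and none at an adjusted p, and it turned to 0.022 without normalization, where the median of all tested miRNAs was 0.13.

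In the authors' value table, 27 changes of at least 4-fold against sham were found after 5 cGy, 37 after 2 Gy and 64 after (5 cGy + 2 Gy). Of these 128 changes, 4, or 3.13%, were of miRNAs detected on all 6 arrays compared. Every undetected miRNA of the table is at the lowest value of its column, so these large changes may come from that fixed value, since from 378 to 387 of the 536 miRNAs of each comparison were detected on all 6 arrays. The lowest detected values ranged from -3.04 to 1.54 over the arrays, against -3.32 to -3.21 for undetected miRNAs. No biological explanation was tested for these changes.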
